# Long- and short-read RNA sequencing from five reproductive organs of boar

**DOI:** 10.1038/s41597-023-02595-0

**Published:** 2023-10-05

**Authors:** Zhipeng Liu, Xia Zhang, Libin Huang, Hailong Huo, Pei Wang, Weizhen Li, Hongmei Dai, Fuhua Yang, Guowen Fu, Guiying Zhao, Yu H. Sun, Jinlong Huo

**Keywords:** Sequencing, Animal breeding

## Abstract

The production of semen in boars involves multiple reproductive glands, including the testis (Tes), epididymis (Epi), vesicular gland (VG), prostate gland (PG), and bulbourethral gland (BG). However, previous studies on boar reproduction primarily focused on the testis, with little attention paid to the other glands. Here, we integrated single-molecule long-read sequencing with short-read sequencing to characterize the RNA landscape from five glands of Banna mini-pig inbred line (BMI) and Diannan small-ear pigs (DSE). We identified 110,996 full-length isoforms from 22,298 genes, and classified the alternative splicing (AS) events in these five glands. Transcriptome-wide variation analysis indicated that the number of single nucleotide polymorphisms (SNPs) in five tissues of BMI was significantly lower than that in the non-inbred pig, DSE, revealing the effect of inbreeding on BMI. Additionally, we performed small-RNA sequencing and identified 299 novel miRNAs across all glands. Overall, our findings provide a comprehensive overview of the RNA landscape within these five glands, paving the path for future investigations on reproductive biology and the impact of inbreeding on pig transcriptome.

## Background & Summary

The Banna mini-pig inbred line (BMI) was developed through rigorous selection and continuous inbreeding using the Diannan small-ear (DSE) pigs via a full-sibling or parent-offspring mating strategy^1,2^. Due to its high degree of homozygosity in the genome, BMI serves as a valuable experimental resource for biomedical research and as an organ donor for xenotransplantation^1^. However, after more than 20 generations of inbreeding^2^, the reproductive capacity of boars decreases, thereby limiting the propagation and utilization of BMI. Male fertility requires the coordination of various organs of the male urogenital system, such as the testis, epididymis, and male accessory glands (vesicular gland, prostate gland, and bulbourethral gland), which secrete seminal plasma responsible for regulating capacitation and acrosomal exocytosis^3,4^. Due to the lack of high-quality transcriptomic resource of five pig reproductive organs so far, we aim for a comprehensive understanding of long RNA and miRNA landscape in these organs, with paired samples obtained from both inbred and non-inbred boars.

Single-molecule long-read sequencing (third-generation sequencing; PacBio Iso-seq) technology offers a valuable approach for identifying full-length RNA transcripts^5^. Currently, the PacBio system can sequence full-length transcripts up to 30 kb^6^ but with low depth (about 0.6 million full-length non-chimeric reads per sample in our data) and a high error rate in base calling (~15%)^7^. Illumina paired-end RNA-seq (second-generation sequencing) sequences fragmented RNAs, producing reads with much higher depth (about 24 million paired-end reads per sample in our data) and accuracy^8,9^. The combination of long-read and short-read sequencing maximizes their respective advantages, uncovering isoform complexity and providing quantitative measurements. The strategy combining Iso-seq and RNA-seq techniques has been proven effective for improving pig genome annotation^10^ and identifying intact long RNAs in sperm^6^.

Here, we sequenced five tissues from BMI and DSE using PacBio long-read sequencing, Illumina paired-end RNA sequencing, and Illumina single-end small RNA sequencing. A diagram of the workflow used in this study is presented in Fig. 1. In total, we identified 110,996 full-length transcripts from 22,298 genes, and 299 novel miRNAs across five tissues. To our knowledge, this is the first study to perform long-read sequencing simultaneously on the testis, epididymis, vesicular gland, prostate gland, and bulbourethral gland of pig. This rich resource will benefit further mechanistic studies in reproductive biology, animal science, and translational research.

**Fig. 1:**
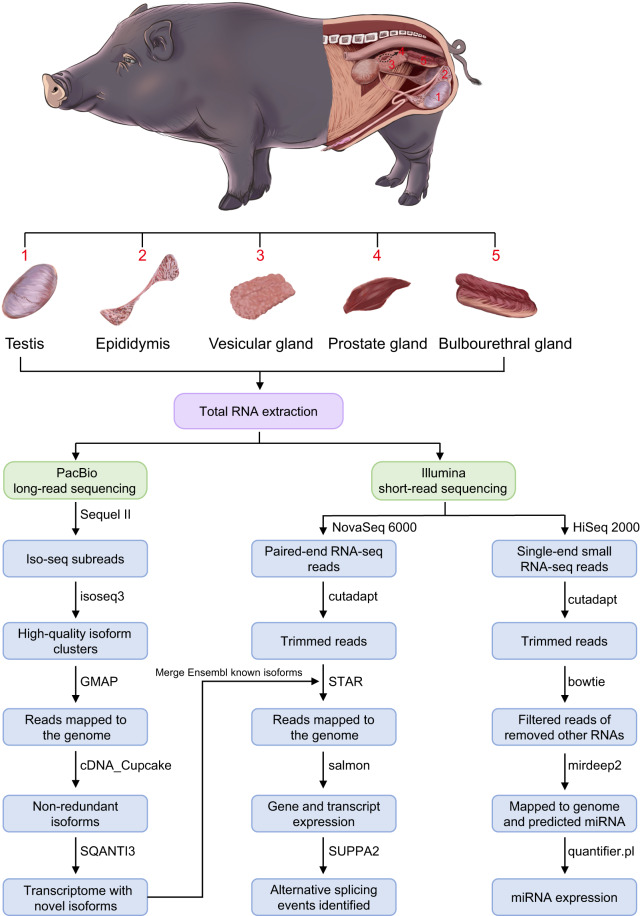
Sample collection and data analysis workflow.

## Methods

### Samples and sequencing

In this study, we collected tissue samples from the testis, epididymis, vesicular gland, prostate gland, and bulbourethral gland of 12-month-old adult boars, from both BMI and DSE. All animal procedures were approved by Yunnan Agricultural University’s Life Science Ethics Committee and carried out in accordance with the People’s Republic of China’s guidelines for the care and use of laboratory animals (Approval No. 2006-398). The collected samples were promptly snap-frozen in liquid nitrogen and stored at −80 °C. Total RNAs from thirty tissue samples were extracted using TRNzol Universal Reagent (Tiangen, China). The RNA purity was assessed using a NanoDrop One Spectrophotometer (Thermo Fisher Scientific, USA), following accurate RNA quantification performed using a Qubit 3.0 Fluorometer (Invitrogen, USA). Additionally, the RIN value and 28 S/18 S ratio were determined using an Agilent 2100 Bioanalyzer (Agilent Technologies, USA).

For PacBio Iso-seq sequencing, RNA was reverse-transcribed into cDNA using the SMARTer PCR cDNA Synthesis Kit (TakaRa, China). PCR amplification was carried out using the PrimeSTAR GXL DNA polymerase (TakaRa, China). PacBio SMRTbell libraries were constructed using the SMRTbell Template Prep Kit 1.0 (PacBio, USA). Finally, sequencing (Iso-seq) was performed on the Pacific Bioscience Sequel II platform in GrandOmics Biosciences Co., Ltd. (Wuhan, China).

For RNA-seq sequencing, libraries were constructed using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA), which mainly included mRNA purification with poly-T oligo-attached magnetic beads, fragmentation of mRNA, synthesis of both first- and second-strand cDNA, and PCR amplification. Sequencing was performed on the Illumina NovaSeq 6000 platform in Novogene Co., Ltd. (Beijing, China).

For small RNA sequencing, libraries were constructed using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB, USA), which mainly included ligation of both 3′ SR adaptor and 5′end adapter, synthesis of first-strand cDNA, PCR amplification, purification of products on the polyacrylamide gel, recovery of DNA fragments. Sequencing was performed on Illumina NovaSeq 6000 platform in Novogene Co., Ltd. (Beijing, China).

### PacBio long-read sequencing data analysis

The BAM files of PacBio subreads underwent processing using SMRT Link (v9.0), following the IsoSeq3 (v3.4.0) pipeline. The Iso-seq long-read processing involved circular consensus sequence (CCS) creation using “ccs” with the parameter “--min-rq 0.9”, primer removal and demultiplexing using “lima” with parameters “--isoseq --peek-guess”. Next, to generate full-length non-chimeric (FLNC) reads, we removed chimeric reads and trimmed poly-A tails using the “isoseq refine” with parameter “--require-polya”. To obtain non-redundant isoforms in all samples, we merged FLNC.bam files and ran the clustering step using “isoseq cluster” with the parameter “--use-qvs”. This step generated high-quality (HQ) and low-quality (LQ) HiFi (High Fidelity) isoforms based on the predicted accuracy of the clustered sequences (isoforms). HQ HiFi isoforms have a predicted accuracy ≥ 0.99, while LQ HiFi isoforms have a predicted accuracy < 0.99. Subsequently, the HQ HiFi isoforms, i.e., the draft full-length transcriptome, were aligned to the *Sus scrofa* reference genome assembly Sscrofa11.1 using GMAP (v2018)^11^ with parameters “-B 5 -A -f samse --nofails -n 1”. Finally, cDNA_Cupcake (v29.0.0) was employed to collapse full-length isoforms into the full-length transcriptome assembly, and 5′ degraded isoforms were filtered. We also developed our own program, PacBio_pbIsoCollapse, to further clean up the redundant isoforms and generate the final assembly. In addition, SQANTI3 (v5.0)^12^ was used to estimate the transcriptome assemblies generated from the IsoSeq v3 and cDNA_Cupcake pipelines. The reference annotation (*Sus scrofa* annotation release-107) was used as a reference to compare our assembly with known isoforms. We used SQANTI3 to detect and characterize novel isoforms, including isoforms originating from novel loci, antisense isoforms derived from known genes, and fusion isoforms. Furthermore, FSM (Full Splice Match) and ISM (Incomplete Splice Match) were defined as known isoforms, and the isoforms of NIC (novel in catalog) and NNC (novel not in catalog) were defined as novel transcripts of known genes, and the fusion isoforms, genic isoforms, intergenic isoforms, and antisense isoforms were defined as transcripts of novel genes. We combined these novel transcripts with the known Ensembl transcripts into a merged.gtf file.

To assess the saturation of isoforms, we used cDNA_Cupcake’s “make_file_for_subsampling_from_collapsed.py” script to obtain the number of all full-length sequences from both known and novel isoforms, and then performed rarefaction analysis using “subsample_with_category.py” from the cDNA_Cupcake package. To call SNP, we generated the locus and the number of full-length reads associated with transcript isoforms using “select_loci_to_phase.py” script (referred to https://github.com/Magdoll/cDNA_Cupcake/wiki/IsoPhase:-Haplotyping-using-Iso-Seq-data). Then we created Variant Call Format (VCF) files using modified “run_phasing_in_dir.sh” script, and calculated the SNP density from each vcf file using vcftools (v0.1.16)^13^ with parameter “--SNPdensity 100000”.

To calculate the coding potential of novel isoforms, we employed four different approaches: Coding Potential Calculator v2 (CPC2)^14^, Coding-Potential Assessment Tool v3.0.4 (CPAT)^15^, Pfam database (v35.0)^16^ and GeneMarkS-T (GMST)^17^. All four methods classified RNA sequences as coding or non-coding. CPC2 was mainly used for transcriptome assemblies. CPAT was used to annotate protein coding genes and non-coding genes. For the Pfam, we first translated RNA sequences to protein sequences using ORFfinder (v0.4.3)^18^ with parameters “-ml 200 -outfmt 0”. Then we aligned the protein sequences to the Pfam database using pfam_scan (v1.6)^16^ with default parameters. Moreover, we predicted the coding regions of novel isoforms using iterative self-training and hidden semi-Markov models of the GeneMarkS-T (GMST) algorithm. The union of all “coding” transcripts predicted by these four approaches were defined as “novel protein-coding”. The rest transcripts with >200 bp in length were categorized as “novel lncRNA”, and the remaining transcripts were labeled as “else”.

For the “novel protein-coding” transcripts, the RNA sequences were aligned to the UniProt database (release 2022_05) and the NR (Non-Redundant Protein Sequence) database (https://ftp.ncbi.nih.gov/blast/db/FASTA/nr.gz) using diamond (v2.0.15.153)^19^ “blastx” with the following parameters “--outfmt 6 --long-reads --max-target-seqs 1 --id 50 --more-sensitive”.

### Illumina paired-end sequencing data analysis

RNA-seq short reads were trimmed using cutadapt (v3.0)^20^, removing adapter sequences and low-quality bases. The paired-end short reads were aligned to the pig reference genome Sscrofa11.1 with annotation from merged.gtf using STAR (v2.7.10a)^21^ with parameters “--alignEndsType EndToEnd --outFilterIntronMotifs RemoveNoncanonicalUnannotated --outSAMattributes All --outSAMtype BAM”. The generated alignment bam files were sorted and indexed using samtools (v1.6)^22^. The proportions of reads that fell into genes were calculated using featureCounts (v2.0.1)^23^ with the parameters “-p -t exon -g gene_id -a merged.gtf”. The transcript integrity number (TIN) and the distribution of reads over genomic features were calculated using read_distribution.py and tin.py from the RseQC package (v5.0.1)^24^. The expression of genes and isoforms was quantified using the salmon (v1.9.0)^25^ “quant” module. Principal component analysis (PCA) and sample hierarchical clustering were performed using “prcomp” and “cor” functions from the stats package of R.

### Identification of alternative splicing (AS) and differentially alternative splicing (DAS) events

We detected seven types of AS events using SUPPA2 (v2.3)^26^, including skipping exon (SE), alternative 5′ splice sites (A5), alternative 3′ splice sites (A3), retained intron (RI), mutually exclusive exon (MX), alternative first exon (AF), and alternative last exon (AL). We employed SUPPA2 to convert annotation files containing genomic coordinates and transcript isoforms into possible alternative splicing events, and then applied SUPPA2 “generateEvent” with the parameter “-f ioe” to generate the ioe file containing alternative splicing events from the merged.gtf. Further, SUPPA2 “psiPerEvent” was executed to generate the PSI (percent spliced in) expression level of each alternative splicing event. Finally, to identify DAS events between five different tissues from BMI and DSE, we compared the PSI values of alternative splicing events by breed and tissue using the SUPPA2 “diffSplice”.

### Illumina small RNA sequencing analysis

For small RNA analysis, The 3′ adapter and low-quality sequences were first removed using cutadapt (v3.0)^20^. GC content and length of reads were calculated using seqkit (v2.1.0)^27^ with parameters “fx2tab -g -l”. The rRNAs, tRNA, snRNAs, and snoRNAs were filtered using bowtie (v1.3.1)^28^. 

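In the deposited miRNA table, each entry is a mature miRNA with one of its precursors. Of these, 444 entries are known pig miRNAs with 379 distinct names and 299 are predicted miRNAs named by their position, with 297 distinct names. Abundance is given as RPM, the reads of an entry scaled to the reads counted on all miRNAs of the library. At least 1 RPM in at least 3 of the 30 libraries was reached by 155 of the predicted and 371 of the known entries. The median over entries of the mean abundance was 0.349 RPM for predicted and 21.1 RPM for known miRNAs. In the median library, predicted miRNAs took 1.21% of the miRNA reads. Their mean abundance was highest in testis for 215 entries, in epididymis for 35, in bulbourethral gland for 31, in vesicular gland for 11 and in prostate gland for 7. At least 1 RPM in at least 3 libraries of the gland was found for 133 predicted entries in testis, 59 in epididymis, 50 in bulbourethral gland and 40 in each of vesicular and prostate gland. Testis libraries had fewer miRNA reads than the others, so that 1 RPM stands for fewer reads there. Whether the scaling to miRNA reads raises the testis numbers stays open.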

The novel miRNAs were further predicted using miRDeep2 (v0.1.3)^29^, and the known miRNAs and novel miRNAs were quantified using quantifier.pl from miRDeep2.

## Data Records

The sequencing data were deposited in the NCBI Gene Expression Omnibus under the accession number GSE230506^30^. The full-length transcriptome assembly annotation file^31^, full-length transcriptome sequences^32^, novel coding isoforms annotation^33^, splice data^34^, quantification of gene and miRNA expression and predicted novel miRNA sequences^35^ have been deposited in the Figshare database.

## Technical Validation

### High-quality data from long-read sequencing

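Iso-seq was performed on 10 samples, 1 from the testis, the epididymis and each of the 3 accessory glands (vesicular, prostate and bulbourethral) of each breed, collected from boars aged 12 months. With 1 library per breed and gland, differences between these libraries were not tested against replicates. The authors merged the full-length non-chimeric (FLNC) reads of all samples, clustered them into isoforms, aligned the isoforms to the pig genome, collapsed redundant ones, and classified them with SQANTI3. They deposited, for each isoform, the number of full-length reads in each library as counts without normalization. The same table gives each isoform's category, length, exons, predicted coding sequence and quality features. The library counts summed to 3,468,110 reads, from 231,413 in DSE epididymis to 458,697 in BMI epididymis, and made up 62.4% of the 5,559,158 FLNC reads in Table S1 (the paper's). A separate total per isoform summed to 3,299,993 reads. It equalled the sum of the library counts for 95.3% of isoforms and was below it for the other 5234, so the library counts were used. Every isoform had at least 2 full-length reads and at least 2 exons, and 42,858 isoforms (38.6%) had 2 reads. Shares are given with Wilson 95% confidence intervals. These cover counting error only, since amplified reads without molecular identifiers are not independent molecules and isoforms are not replicates.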

For each sample, we generated ~50 Gb (gigabases) of PacBio subreads. The number of CCS, FLNC reads, total HiFi isoforms, and the mapping ratio of HQ HiFi isoforms for each sample have been provided in Table S1. The length distribution of CCS ranged from 2–3 kb across all five tissues, including testis, epididymis, vesicular gland, prostate gland, and bulbourethral gland (Fig. 2a–e). We mapped the HQ HiFi isoforms with more than 99% accuracy to the pig genome (Sscrofa11.1) using GMAP, with the mapping rate exceeding 99% (Table S1, Fig. 2f). 

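At least 1 full-length read was counted for 32,849 isoforms in DSE vesicular gland, the fewest, and for 43,752 in BMI testis, the most. The mean was 37,876.8 isoforms with an SD of 3849.5 over the 10 libraries. All 10 libraries shared 7518 isoforms, and 22,113 (19.9%) were found in 1 library alone. Counting an isoform in a library only from 2 reads moved the mean most, to 21,588.7 isoforms.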

After removing redundant sequences and 5′ degraded products using cDNA_Cupcake and PacBio_pbIsoCollapse, we identified an average of 37,876 non-redundant full-length isoforms per sample. Notably, the DSE testis exhibited the highest number of sample-specific isoforms, with 3,931 isoforms identified (Fig. 3a).

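No other library held the 3931 isoforms of DSE testis or the 3729 of BMI testis counted here. DSE epididymis followed with 3273 and BMI epididymis with 2883, while the accessory glands held from 1079 in BMI prostate gland to 1914 in DSE bulbourethral gland. When each library was subsampled to the number of reads of the smallest one, DSE epididymis, the order changed. In that subsample DSE epididymis held 5698 isoforms found in that library alone, DSE testis 5530 and BMI testis 5505. Over 100 further subsamples, DSE epididymis held the most in 91 and DSE testis in 9. The difference between DSE and BMI testis lay between -66 and 241 isoforms. With isoforms counted in a library only from 2 reads, without subsampling, DSE testis held the most at 6707. Of these, 3931 had no read in another library.

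**Figure D1:**
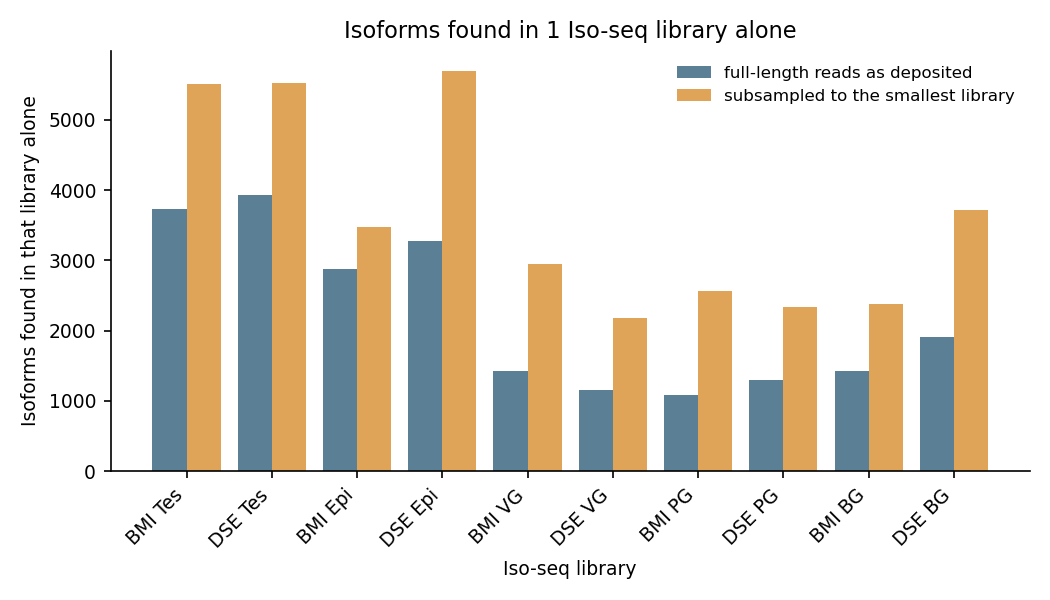
Isoforms found in 1 Iso-seq library alone, counted with all full-length reads and after subsampling every library to the smallest one. DSE testis is highest with all reads at 3931, and DSE epididymis after subsampling at 5698.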

**Fig. 2:**
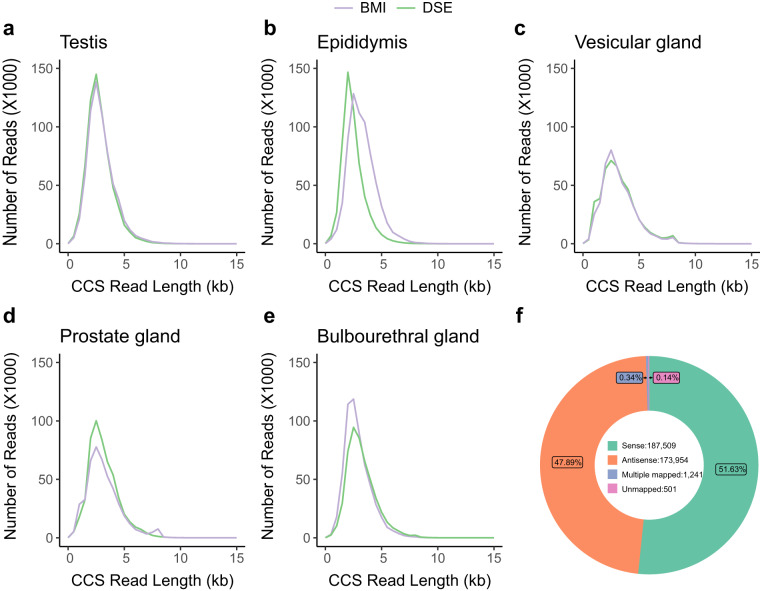
Length distribution of circular consensus sequences (CCS) in (**a**) testis, (**b**) epididymis, (**c**) vesicular gland, (**d**) prostate gland, and (**e**) bulbourethral gland from BMI (Banna mini-pig inbred line) and DSE (Diannan small-ear pig). (**f**) Statistics of HQ HiFi reads mapped to the genome in all samples.

**Fig. 3:**
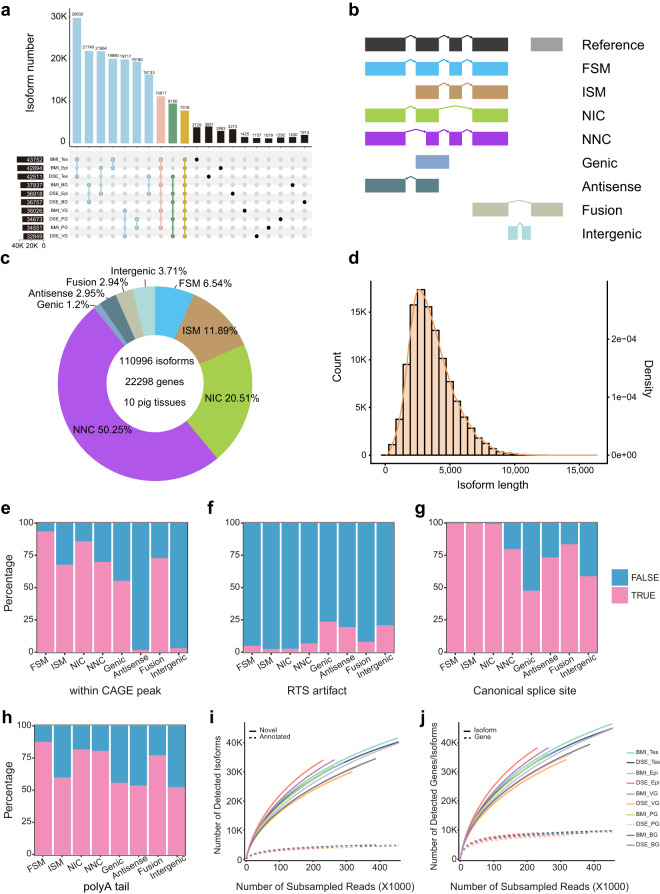
Landscape of long-read transcriptome in ten samples. (**a**) UpSet plot showing the distribution of tissue-specific and shared isoforms across all samples. (**b**) Diagram of isoforms classified by SQANTI3. (**c**) Percentage of identified isoform types. (**d**) Length distribution and density curve of all non-redundant isoforms. The density was calculated by density function of R. (**e**-**h**) Quality features of full-length isoforms provided by SQANTI3, including CAGE peak support (**e**), reverse transcriptase template switching (RTS) (**f**), canonical splice site (**g**), and poly-A tail (**h**). (**i**) Rarefaction plot of novel isoforms and annotated isoforms. (**j**) Rarefaction plot of genes and isoforms. FSM, full splice match; ISM, incomplete splice match; NIC, novel in catalog; NNC, novel not in catalog. Tes, testis; Epi, epididymis; VG, vesicular gland; PG, prostate gland; BG, bulbourethral gland.

We identified 110,996 non-redundant isoforms in BMI and DSE, and classified them into eight types based on the Ensembl 107 *Sus scrofa* reference annotation. Of these, 6.54% (7,260) were full splice match (FSM) isoforms that match completely to known transcripts; 11.89% (13,201) were incomplete splice match (ISM), corresponding to isoforms matching a subset of exons of known transcripts; 20.51% (22,765) and 50.25% (55,774) were from the novel in catalog (NIC) and novel not in catalog (NNC) of known genes, respectively; 1.2% (1,334), 2.95% (3,276), 2.94% (3,267), and 3.71% (4,119) were Genic, Antisense, Fusion and Intergenic novel isoforms, respectively (Fig. 3b,c). 

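The 95% interval of the share of isoforms was 6.40% to 6.69% for FSM, 11.7% to 12.1% for ISM, 20.3% to 20.7% for NIC and 50.0% to 50.5% for NNC. It was 1.14% to 1.27% for Genic, 2.85% to 3.05% for Antisense, 2.85% to 3.04% for Fusion and 3.60% to 3.82% for Intergenic isoforms. Weighted by full-length reads, NIC isoforms held 32.2% of the reads, NNC 25.9%, FSM 20.7% and ISM 17.1%. Fusion isoforms held 2.53% of the reads, Intergenic 0.617%, Genic 0.467% and Antisense 0.451%. The median number of reads per isoform was 21 for FSM, 5 for ISM, 4 for NIC and 3 for NNC. Isoforms outside FSM and ISM made up 81.6% of all isoforms and 62.1% of the reads. Within single libraries, NNC isoforms made up between 36.7% in DSE epididymis and 51.2% in DSE testis. Both testis libraries had at least 50.7%, and each library of the other glands had at most 41.8%.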

The length of these isoforms was distributed between 1,000–10,000 bp, with the highest density around 3,000 bp (Fig. 3d). 

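The median length was 3316 bp, with quartiles of 2415 bp and 4521 bp. Lengths from 1 to 10 kb covered 98.2% of the isoforms, and 1.71% were shorter. In bins of 250 bp, the fullest bin ran from 2500 to 2750 bp.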

The classification results for each sample are listed in Table S2. In addition, we evaluated the reliability of the full-length isoforms using a variety of quality metrics from SQANTI3, including the overlap of 5′ transcript ends with Ensembl 107 *Sus scrofa* reference annotation (see refTSS deposited at Figshare^36^), reverse transcriptase template switching (RTS), canonical splice site, and 3′ ends with polyA tails (Fig. 3e–h). 

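Splice sites were all canonical in 99.6% of FSM (95% interval 99.5% to 99.7%), 99.8% of ISM and 99.4% of NIC isoforms. The share was 80.0% (79.6% to 80.3%) in NNC, 83.7% in Fusion, 73.4% in Antisense, 58.8% in Intergenic and 47.7% in Genic isoforms. NNC had a lower share than FSM in each of the 10 libraries, with a difference over all isoforms of -19.7 percentage points. A polyA motif was found for 87.4% of FSM, 81.6% of NIC, 80.5% of NNC and 59.8% of ISM isoforms. The share was 77.1% in Fusion, 55.7% in Genic, 53.6% in Antisense and 52.3% in Intergenic isoforms.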

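The deposited table marks an overlap of the 5′ end with a transcription start of the Ensembl annotation for 93.6% of FSM (95% interval 93.0% to 94.1%), 85.9% of NIC (85.4% to 86.3%), 69.9% of NNC (69.5% to 70.2%) and 67.8% of ISM isoforms (66.9% to 68.5%). The share in ISM differed by -25.8 percentage points from FSM and by -18.1 points from NIC, lower in each of the 10 libraries. From NNC it differed by -2.11 points (Fisher's exact test on isoforms, two-sided, p = 2.38e-06), and it was lower in 7 of the 10 libraries. With a 5′ end counted as overlapping when it lay within 100 bp of the reference start, ISM was 6.50 points above NNC, 50.8% against 44.3%, and higher in all 10 libraries. The difference from FSM was then -23.6 points and that from NIC -17.1 points.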

Compared with FSM, NIC and NNC, ISM had a lower ratio of 5′-end overlapping with Ensembl transcripts, which may be because some ISM contained partial reverse transcription or mRNA degradation products. As a result, ISMs were removed when we merged the PacBio transcriptome into the Ensembl known transcriptome. Furthermore, we found that the novel isoforms (genic, antisense, and intergenic) from novel genes exhibited a higher proportion of the RTS artifacts (Fig. 3f). 

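The deposited annotation holds 150,808 transcripts, of which 90,535 are Iso-seq isoforms outside FSM and ISM. From the lower 5′ overlap of ISM isoforms, the paper proposes that some of them are products of partial reverse transcription or mRNA degradation, and it left them out of the merged annotation for this reason.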

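RTS was marked for 23.5% of Genic (95% interval 21.3% to 25.9%), 20.9% of Intergenic (19.6% to 22.1%) and 19.3% of Antisense isoforms (18.0% to 20.7%). Of Fusion isoforms 7.96% were marked, against 6.75% of NNC, 4.89% of FSM, 2.58% of NIC and 2.36% of ISM isoforms. Genic, Antisense and Intergenic isoforms together had 20.7% against 5.16% in the other categories. This difference of 15.5 percentage points had the same direction in each of the 10 libraries, where it lay between 4.25 and 24.6 points.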

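Rarefaction was repeated by drawing full-length reads of each library at random without replacement. Over the last 10% of the reads, the number of known isoforms (FSM and ISM) rose by a median of 3.70% over the 10 libraries (3.09% to 4.06%). The number of unannotated isoforms rose by 5.21% (4.40% to 5.67%), more than that of known isoforms in each library. Genes rose by 1.87% (1.48% to 2.14%) and all isoforms by 4.78% (4.12% to 5.04%). When an isoform was counted only from 2 reads, the rise of unannotated isoforms moved most in percentage points, to 8.20%. As a ratio, the rise of genes moved most, from 1.87% to 3.36%. Of the unannotated isoforms added by the last 10% of reads, a median of 87.9% (85.3% to 89.6%) belonged to genes already found. With the reads of all libraries pooled, the rise was 0.211% for known and 0.440% for unannotated isoforms. Since no isoform below 2 reads in the pooled data was kept, this pooled curve is flattened by construction.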

Rarefaction curve analysis revealed that saturation occurred on known isoforms but not on novel isoforms (Fig. 3i), and on the gene level but not on the isoform level (Fig. 3j), implying that the increase in novel isoforms is more likely attributed to known genes rather than novel genes.

### Characteristics of full-length isoforms

We then characterized the full-length isoforms in the eight categories mentioned above. 

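Median length was highest in Fusion isoforms at 3896 bp (quartiles 2925 and 5154 bp), followed by NIC at 3621 bp, NNC at 3423 bp, ISM at 2984 bp and FSM at 2956.5 bp. Genic isoforms had a median of 2865.5 bp, Antisense of 2530.5 bp and Intergenic of 2516 bp. The median number of exons was 12 in Fusion, 11 in NNC, 10 in NIC, 8 in FSM and 6 in ISM isoforms, against 2 in the other categories. The median coding sequence predicted for isoforms with one was 1410 bp in Fusion, 1308 bp in NNC, 1282.5 bp in FSM and 1194 bp in NIC isoforms. Fusion isoforms had the highest median in each of these features in each of the 10 libraries.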

Compared with the other seven categories, fusion isoforms had longer transcript lengths, more exons, and longer coding sequences (Fig. 4a–c). 

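An ORF had a median length of 122 amino acids in Antisense (quartiles 104 and 154) and 123 in Intergenic isoforms (106 and 177). Genic isoforms followed with 195, ISM with 336, NIC with 397, FSM with 426.5, NNC with 435 and Fusion with 469 amino acids. Antisense and Intergenic were the lowest of the categories in each of the 10 libraries. A coding sequence was called for 35.9% of Intergenic (95% interval 34.5% to 37.4%) and 38.5% of Antisense isoforms (36.8% to 40.2%), against 58.1% of Genic and 91.7% of ISM isoforms and higher shares in the remaining categories.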

The Intergenic and Antisense isoforms exhibited shorter ORF lengths than the other classes (Fig. 4d), signifying a lower abundance of coding transcripts in these two categories (Fig. 4e). Moreover, novel isoforms manifested more nonsense-mediated mRNA decay (NMD) than known isoforms (Fig. 4f). 

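NMD was predicted for 24.2% of the unannotated and 1.65% of the known isoforms. This difference of 22.6 percentage points lay between 18.0 and 23.2 points in single libraries and had the same direction in each of the 10. By category, the share was 30.9% in Fusion (95% interval 29.4% to 32.6%), 25.4% in NNC, 24.5% in NIC, 23.9% in Genic, 12.6% in Antisense and 11.0% in Intergenic isoforms. ISM isoforms had 1.71% and FSM isoforms 1.53%. The prediction can be made only for isoforms with a coding sequence. Among these, 26.9% of the unannotated and 1.76% of the known isoforms had predicted NMD. Of coding isoforms, NMD was predicted for 41.2% of Genic, 32.8% of Antisense, 32.1% of Fusion and 30.6% of Intergenic ones. The share was 26.8% in NNC, 25.3% in NIC, 1.87% in ISM and 1.57% in FSM isoforms.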

Comparison with FSM, more ISM isoforms fell into downstream of 5′ start end of reference transcripts (Fig. 4g) and upstream of 3′ termination end of reference transcripts (Fig. 4h). 

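The start of 36.8% of ISM isoforms (95% interval 36.0% to 37.6%) lay more than 100 bp downstream of the reference start, against 9.59% of FSM isoforms (8.93% to 10.3%). The end lay more than 100 bp upstream of the reference end in 65.8% of ISM (65.0% to 66.6%) and 18.2% of FSM isoforms (17.3% to 19.1%). Both shares were higher in ISM in each of the 10 libraries. The difference of 27.2 percentage points at the start and of 47.6 points at the end became 28.8 and 54.2 points with a distance of 1000 bp.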

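Counting each SQANTI3 gene once, 9207 genes had 1 isoform, 10,129 had 2 to 10, and 2962 had more. The genes with more than 10 isoforms held 49.3% of all isoforms. The most isoforms, 171, were found for FN1 (ENSSSCG00000016174) on chromosome 15, which encodes fibronectin. They had 25,294 full-length reads in all and a median of 3 each, and 119 were NNC and 38 NIC isoforms. The next gene had 139. Without fusion isoforms, which the table assigns to joined gene labels, 12,620 genes had several isoforms and 2901 had more than 10.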

We also calculated the number of isoforms for per gene, identifying 13,088 genes with multiple isoforms and 2,964 genes with more than ten isoforms (Fig. 4i). Furthermore, we analyzed SNPs in these five tissues and observed a significantly lower number of SNPs in BMI compared to DSE (Fig. 4j). Specifically, in testis, the average log_2_ SNP count of BMI was 0.079, while that of DSE was 0.146 (*p* < 2.2 × 10^−16^); in the epididymis, the average log_2_ SNP count of BMI and DSE were 0.071 and 0.085 respectively (*p* = 7.387 × 10^−4^); in the vesicular gland, the average log_2_ SNP count of BMI and DSE were 0.048 and 0.112, respectively (*p* < 2.2e × 10^−16^); in the prostate gland, the average log_2_ SNP count of BMI and DSE were 0.099 and 0.139, respectively (*p* = 4.373 × 10^−16^); and in the bulbourethral gland, the average log_2_ SNP count of BMI and DSE were 0.055 and 0.118, respectively (*p* < 2.2 × 10^−16^), implying the effect of inbreeding on homozygosity of the pig genome.

**Fig. 4:**
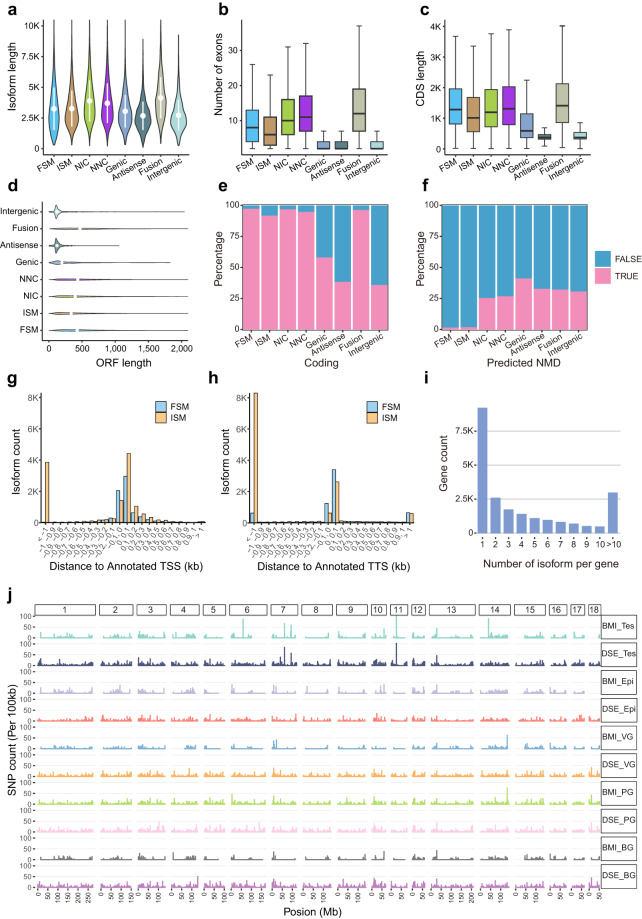
Characteristics of identified isoforms. Plots showing the length of isoforms (**a**), the number of exons (**b**), the length of coding sequence (**c**), the length of ORF (**d**), the proportion of protein-coding genes(**e**), and the proportion of predicted NMD (**f**) in known isoforms (FSM, ISM) and novel isoforms (NIC, NNC, Genic, Antisense, Fusion, Intergenic). Histogram showing the distance to annotated transcription start site (TSS) (**g**) and transcription termination site (TTS) (**h**) for FSM and ISM. (**i**) Number of isoforms per gene. (**j)** Single-nucleotide polymorphism (SNP) count using 100 kb of sequencing length as window size in the ten samples. Note: NMD, nonsense-mediated mRNA decay; FSM, full splice match; ISM, incomplete splice match; NIC, novel in catalog; NNC, novel not in catalog. Tes, testis; Epi, epididymis; VG, vesicular gland; PG, prostate gland; BG, bulbourethral gland.

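Of the 4 predictors the paper used, the deposited table holds the coding sequence called within SQANTI3 by GMST. By this prediction alone, 81,580 of the 90,535 isoforms outside FSM and ISM were coding, a share of 90.1% (95% interval 89.9% to 90.3%). The share was 96.8% in NIC, 96.4% in Fusion and 94.8% in NNC isoforms.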

We predicted the coding potential of a total of 90,535 novel isoforms using CPC2, CPAT, Pfam, and GMST, including those from annotated genes, antisense genes, and novel genes (Fig. 5a), of which 84,543 were protein-coding isoforms. The results indicated that most lncRNA were intergenic isoforms, whose exon distribution was similar to that of known lncRNAs (Fig. 5b–d). 

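The 8955 isoforms without a coding sequence in the GMST prediction comprised 2903 NNC (32.4%), 2639 Intergenic (29.5%), 2015 Antisense (22.5%), 720 NIC, 559 Genic and 119 Fusion isoforms. All but 1 were longer than 200 bp. Intergenic ones had a median of 2 exons and 2375 bp, and NNC ones 3 exons and 2597 bp. Known isoforms of annotated lncRNA genes, 232 in all, had a median of 2 exons and 2370 bp, and coding unannotated isoforms 11 exons and 3510 bp.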

To further investigate these novel isoforms with protein-coding potential, we performed functional annotation using the UniProt database and the NR (Non-Redundant Protein Sequence) database. The result shows that most of the predicted peptides aligned confidently to both databases with significant e-values, suggesting their ability to encode functional proteins (Fig. 5e).

**Fig. 5:**
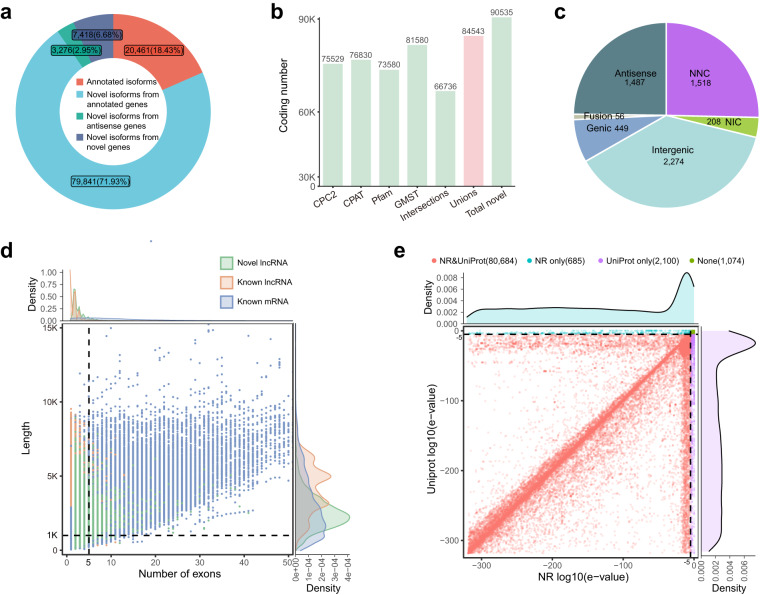
Analysis of novel coding isoforms and novel non-coding isoforms. (**a**) Percentage of isoforms in each annotation category. (**b**) Number of coding isoforms predicted by four approaches: CPC2, CPAT, GMST and Pfam. The pink bar indicates the union of predicted coding isoform from four approaches. (**c**) The number of lncRNA in each category. (**d**) The scatter plot shows the number of exons (x axis) and length distribution (y axis) of novel lncRNA, known lncRNA and known mRNA. Green dot: novel lncRNA; Orange dot: known lncRNA; Blue-gray: known mRNA. The vertical dashed line represents the 5 exons. The horizontal dashed line represents the 1 kb transcript length (**e**) Sequence annotation analysis for novel coding isoforms. The red points represent significance (log10(e-value) <−5) according to both NR (Non-Redundant protein sequence database) and Uniprot (Universal protein database). Blue points indicate NR only, purple points indicate UniProt only, and green points indicate no significance in either analysis.

### Analysis of paired-ends sequence data

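RNA-seq was performed on 30 libraries, 3 of each breed for each of the 5 glands. The methods state that mRNA was purified with poly-T beads, while the sample labels name a depletion of ribosomal RNA. The authors trimmed the reads, quantified transcripts of the merged annotation with salmon and deposited TPM for each library. The table holds 133,722 transcripts of 35,552 genes with a value above 0 in at least 1 library, of which 85,099 are Iso-seq isoforms and 48,608 Ensembl transcripts. Between 55,309 and 76,938 transcripts were above 0 in a library. The 10 most abundant transcripts took between 9.24% of the TPM in BMI epididymis replicate 1 and 64.7% in DSE vesicular gland replicate 1. The TPM values do not give the read counts behind them, so no count model was fitted and no interval is given for single transcripts. Values were used as log2(TPM + 1) unless stated otherwise.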

A total of 230 Gb of clean reads were generated using the NovaSeq 6000 platform. The statistics of clean reads, clean reads base, Q30, GC content, mapped reads, and TIN (Transcript Integrity Number) statistics are shown in Table S3. The median TIN scores ranged from 67.68 to 81.33, and the mean was 77.88 (Table S3). 

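The lowest median TIN of each gland was 74.94 in testis, 67.68 in epididymis, 73.82 in vesicular gland, 73.92 in prostate gland and 73.86 in bulbourethral gland (the paper's values). After the mean of each gland was removed from each transcript, the first principal component of the 30 libraries held 24.2% of the variance. Its position followed the paper's TIN, with a Pearson's r of 0.943 and a Spearman's rho of 0.922 within glands (two-sided permutation of libraries within glands, p = 1e-05 for each, the smallest the permutations can give). Without the 2 libraries farthest from the median TIN, replicate 1 of DSE epididymis and of DSE vesicular gland, r was 0.905 (permutation p = 1e-05). In single glands, r lay between 0.905 in prostate gland and 0.974 in testis. The number of reads in Table S3, the other of the 2 relations computed, gave an r of -0.222 and a rho of -0.160 (permutation p = 0.24 and 0.42). Adjusted by Benjamini-Hochberg, p was 2e-05 for TIN and 0.24 for the number of reads.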

More than 55% of reads fell into genes (Fig. 6a), with most reads mapped to exonic regions, while fewer reads mapped to intronic regions (Fig. 6b), indicating high quality RNA-seq data obtained from five porcine tissues.

**Fig. 6:**
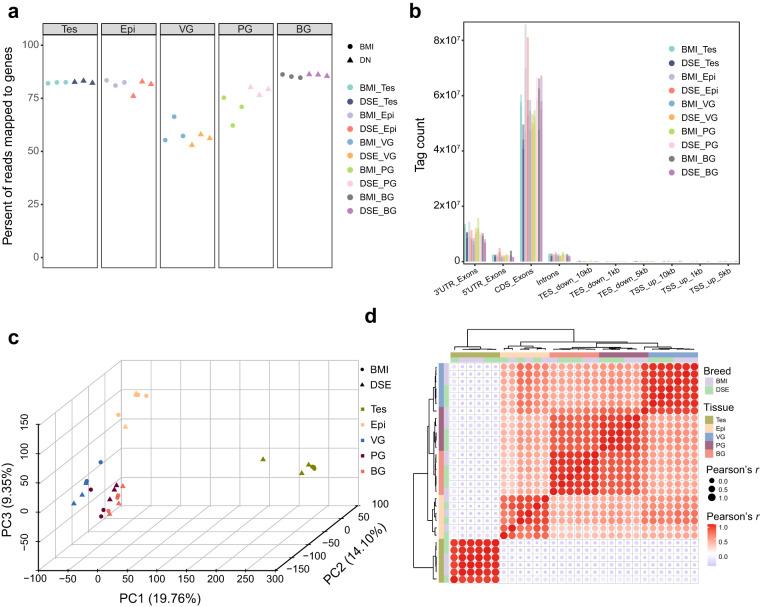
Analysis of short-read sequencing data. (**a**) The proportion of reads mapped to genes. (**b**) The number of reads mapped to various gene regions. (**c**) Principal component analysis (PCA) of all samples. (**d**) Correlation analysis of all samples. Tes, testis; Epi, epididymis; VG, vesicular gland; PG, prostate gland; BG, bulbourethral gland.

Principal component analysis (PCA) indicated that the first and second principal components (PCs, 19.76% and 14.10% explained variance, respectively) significantly distinguished testis, epididymis, and other glands, and the third PC (9.35% explained variance) further separated the VG, PG, and BG accessory glands (Fig. 6c). 

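PCA of the 133,722 transcripts, centred and not scaled, gave 43.3% of the variance on PC1, 10.2% on PC2 and 9.77% on PC3. Of the variance along PC1, 98.0% lay between the 5 glands, against 77.7% along PC2 and 88.1% along PC3. Less than 1% of each lay between the breeds, 0.0887% on PC1, 0.0255% on PC2 and 0.257% on PC3. The 6 testis libraries were separated from the other 24 on PC1 by a gap of 56.6% of the axis. The share of variance on PC1 was 21.3% when each transcript was scaled to unit variance, and moved most, to 20.0%, when this was done without a log, an alternative added after the values were seen. On PC2, the epididymis libraries lay apart from the accessory glands by a gap of 7.12% of the axis. They overlapped when transcripts were scaled (a gap of -22.1%), when replicate 2 was left out (-70.4%) and when replicate 3 was left out (-21.5%). Without replicate 2, they lay apart from all other libraries on PC3 instead (36.4%). On PC3, vesicular and bulbourethral gland were 58.7% of the axis apart, vesicular and prostate gland 13.9%, and prostate and bulbourethral gland 2.65%. Prostate and bulbourethral gland overlapped on PC3 with a pseudocount of 0.1 (-52.1%), with scaled transcripts (-55.3%), without replicate 2 (-39.3%) and without replicate 3 (-4.12%). Vesicular and prostate gland overlapped there with a pseudocount of 0.1 (-0.0959%) and without replicate 2 (-62.2%). Vesicular and bulbourethral gland overlapped there without replicate 2 (-8.12%). Without a log and scaled, the alternative added after the values were seen, each of these pairs overlapped. The gaps were -58.7% for prostate and bulbourethral gland, -22.8% for vesicular and prostate gland and -9.34% for vesicular and bulbourethral gland. The paper states that its first 2 components set testis, epididymis and the other glands apart (Fig. 6c).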

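Transcripts higher in one gland than in the mean of the other 4 were sought with limma among the 64,661 transcripts with at least 1 TPM in at least 3 libraries (Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change of at least 1). They numbered 18,367 in testis, 6232 in epididymis, 4110 in bulbourethral gland, 1679 in prostate gland and 1616 in vesicular gland. In testis, 10,397 of them had all 6 libraries above all 24 others. Among fits of transcripts, the largest change as a ratio was that of vesicular gland with size factors from the median of ratios, to 3445. With a pseudocount of 0.1, there were 22,599 in testis (the largest change in number), 10,002 in epididymis, 6884 in bulbourethral gland, 3362 in prostate gland and 2786 in vesicular gland. Of 19,796 genes tested on summed TPM, an alternative added after the values were seen, 582 were higher in this gland. Size factors moved the balance of higher and lower transcripts in 3 glands. In epididymis it went from 6232 higher and 2837 lower to 3514 and 3919, with the median log2 fold change of all transcripts going from 0.08 to -0.14. In vesicular gland it went from 1616 and 8662 to 3445 and 4508 (median from -0.40 to -0.20). In bulbourethral gland it went from 4110 and 4171 to 2748 and 4910 (median from -0.08 to -0.19). INSL3 on chromosome 2 (59929584 to 59931219) had 19,612 ± 11,978 TPM in testis (SD, n = 6) and 0.299 ± 0.692 TPM in the other glands (SD, n = 24), a log2 fold change of 13.82 (standard error 0.23, limma adjusted p = 1.35e-26). PRM1 and CYP17A1 followed in testis with log2 fold changes of 13.47 and 12.48. In epididymis, WFDC10A on chromosome 17 (47888613 to 47901430) had 2505 ± 1694 TPM against 1.04 ± 2.57 TPM (log2 fold change 10.45, standard error 0.32, limma adjusted p = 1.19e-19), followed by an isoform of SPINK14 (9.68) and EPPIN (9.63). In vesicular gland, the seminal plasma protein genes SPMI (13.93), AWN (13.56) and PSP-II (12.75) on chromosome 14 had the largest changes. Their means over the other 24 libraries, 1081, 2239 and 276 TPM, rest largely on BMI prostate gland replicate 2, which had 25,890, 50,519 and 5848 TPM. In prostate gland, MSMB on chromosome 14 (90533103 to 90582765) had 128,556 ± 35,486 TPM against 30.2 ± 24.5 TPM (log2 fold change 12.40, standard error 0.25, limma adjusted p = 3.70e-24), followed by HOXB13 (7.58) and CLDN10 (6.05). In bulbourethral gland, TFF3 on chromosome 13 (205641038 to 205644333) had 10,706 ± 2655 TPM against 1.72 ± 4.20 TPM (log2 fold change 12.70, standard error 0.35, limma adjusted p = 4.87e-21), followed by LMAN1L (9.53) and AGR2 (8.30).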

The correlation values between the same tissues were greater than 0.95, whereas those between different tissues were less than 0.5 (Fig. 6d).

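Pearson's r of log2(TPM + 1) over all transcripts lay between 0.691 and 0.945 for pairs of libraries from one gland, with a mean of 0.881. For pairs from different glands it lay between 0.455 and 0.923, with a mean of 0.706. The mean within glands was 0.175 higher (one-sided permutation of gland labels, p = 1e-05, the smallest that 100000 permutations can give). When each transcript was scaled to unit variance over the libraries first, the lowest r within a gland was -0.0537, the highest r between glands was 0.186, and the mean r within glands was 0.302 above that between glands. The lowest r within a gland moved most, to -0.0653, when this scaling was done without a log, an alternative added after the values were seen. Epididymis had the lowest mean within a gland at 0.824 and testis the highest at 0.905. The highest r between glands joined a vesicular and a prostate gland library, and it was 0.899 without replicate 2. Testis had a mean r between 0.557 and 0.574 with each of the other glands. None of the pairs within a gland exceeded 0.95 (highest 0.945), and 1.67% of those between glands lay below 0.5. These shares were 57.3% and 90% without a log, and 80% and 0% for TPM summed to genes, which was added after the values were seen.

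**Figure D2:**
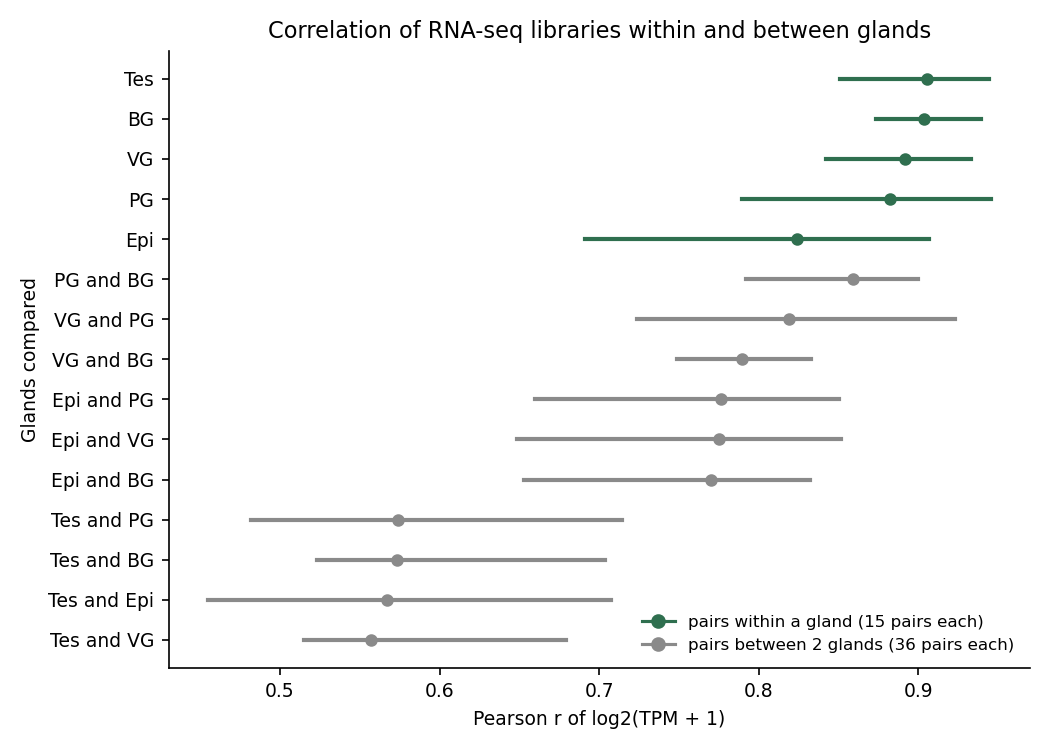
Pearson's r of log2(TPM + 1) between RNA-seq libraries, within each gland and for each pair of glands. Points give the mean over library pairs and lines the range. Pairs of testis with another gland have the lowest means, at most 0.574.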

### Characterization of AS and DAS events

To gain insight into the AS patterns of full-length isoforms across five organs and two breeds, we counted the number of SE, A5, A3, RI, MX, AF, and AL types, respectively (Fig. 7a). 

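AS events were generated from the deposited annotation with the definitions SUPPA2 uses, which gave 102,376 events in 13,946 genes. In each of the 30 libraries, an event was counted when both of its forms were found (TPM above 0). PSI is the share of the first form in the summed TPM, taken for every event with a summed TPM above 0. Events with a single form found, at a PSI of 0 or 1, therefore enter it. They made up a mean of 43.9% of these events in testis libraries and 52.0% in the others. SE was the most frequent type in all 30 libraries, with a median of 12,980 events (9266 to 16,284), followed by RI with 8025.5, AF with 6959.5, A3 with 6541, A5 with 6258.5, AL with 1414.5 and MX with 878.5. Counted instead in the Iso-seq libraries from 2 full-length reads, which moved it most, the lead of SE over the next type fell to a median of 1179 events. RI then exceeded SE in DSE epididymis, with 1950 against 1842 events. Testis libraries held 51,459 ± 2154 events (SD, n = 6), which was 10,258 more than the mean of the other glands (exact permutation test, two-sided, p = 1.68e-06, the smallest that 593,775 splits allow).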

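The median PSI over events was 0.578 ± 0.0108 (SD, n = 6 libraries) in testis, 0.608 ± 0.0190 in epididymis, 0.629 ± 0.0175 in vesicular gland, 0.629 ± 0.0112 in prostate gland and 0.626 ± 0.0154 in bulbourethral gland. Testis differed by -0.0448 from the other 24 libraries (exact permutation test, two-sided, p = 2.02e-05). With AF and AL events left out, an alternative added after the values were seen, the difference was -0.0103 (p = 0.197 by the same exact test). By type, median PSI in testis was lower for AF (difference -0.175), RI (-0.108) and A3 (-0.0295), each with a Benjamini-Hochberg adjusted p of 3.93e-06 over the 7 types by the exact permutation test. It was higher for MX (0.0242, adjusted p = 0.0480), while SE (0.0188, adjusted p = 0.153), A5 (-0.00546, adjusted p = 0.636) and AL (-0.0195, adjusted p = 0.375) did not pass a threshold of 0.05 in this exact test.

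**Figure D3:**
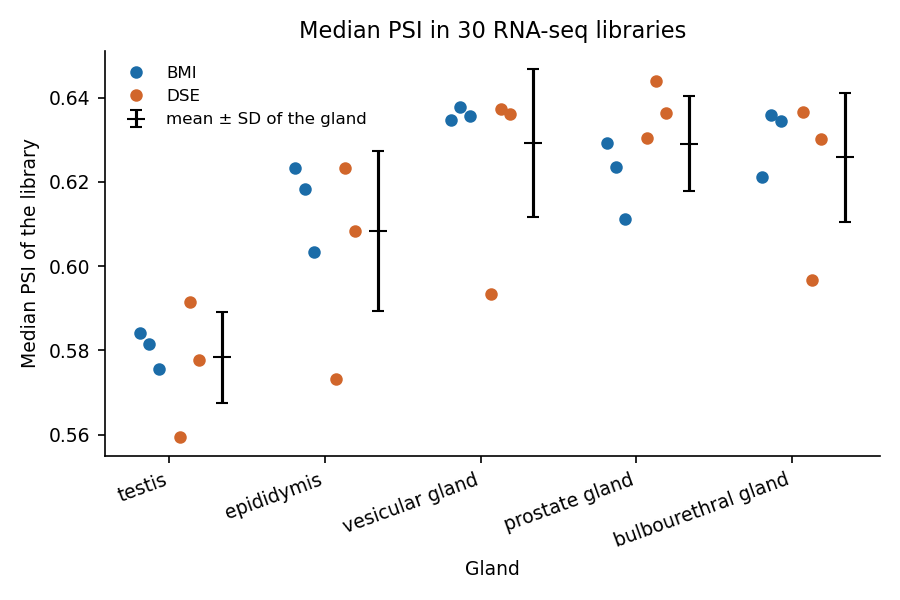
Median PSI over AS events in each of the 30 RNA-seq libraries, by gland and breed, with the mean and SD of each gland. The testis mean of 0.578 is the lowest of the 5 glands.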

Of note, SE was the most prevalent type of AS across all glands (Fig. 7b), and the PSI of AS in testes was significantly higher than that in other glands (Fig. 7c). Additionally, DAS analysis in five tissues of BMI and DSE indicated that total DAS and specific DAS were also higher in the testes than in the other glands (Fig. 7d).

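DSE and BMI were compared within each gland by limma on PSI (3 libraries of each breed). Events were tested when their summed TPM was at least 1 in all 6 libraries, and called with an adjusted p below 0.05 and a PSI difference of at least 0.1. Of 55,885 events tested in testis, 79 were called, 35 with a higher and 44 with a lower PSI in DSE. The number was 39 of 45,742 in bulbourethral gland, 30 of 44,358 in prostate gland, 17 of 46,376 in epididymis and 10 of 39,296 in vesicular gland. Events called in that gland alone numbered 67 in testis, 33 in bulbourethral gland, 20 in prostate gland, 9 in epididymis and 7 in vesicular gland. With a summed TPM of at least 5, there were 29 events in testis, 10 in bulbourethral gland, 7 in prostate gland, 4 in epididymis and 1 in vesicular gland. Called on the unadjusted p, an alternative added after the values were seen, there were 1979 in testis, 1420 in prostate gland, 1147 in bulbourethral gland, 1106 in vesicular gland and 979 in epididymis. With the replicate number as a block, there were 1 in testis, 2 in epididymis, 0 in vesicular gland, 0 in prostate gland and 1 in bulbourethral gland. Whether replicate numbers pair the samples stays open. Single libraries moved the counts of events as well. Testis had 36 events without BMI replicate 3, 41 without BMI replicate 1 and 49 without DSE replicate 1, and prostate gland had 64 without BMI replicate 2. Epididymis had from 7 events without BMI replicate 2 to 34 without BMI replicate 3, vesicular gland from 4 without BMI replicate 3 to 25 without BMI replicate 1, and bulbourethral gland 14 without DSE replicate 3. Whether the breeds differ more in testis than in another gland was not tested event by event. From its DAS analysis, the paper states that total and specific DAS are higher in the testes than in the other glands (Fig. 7d).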

**Fig. 7:**
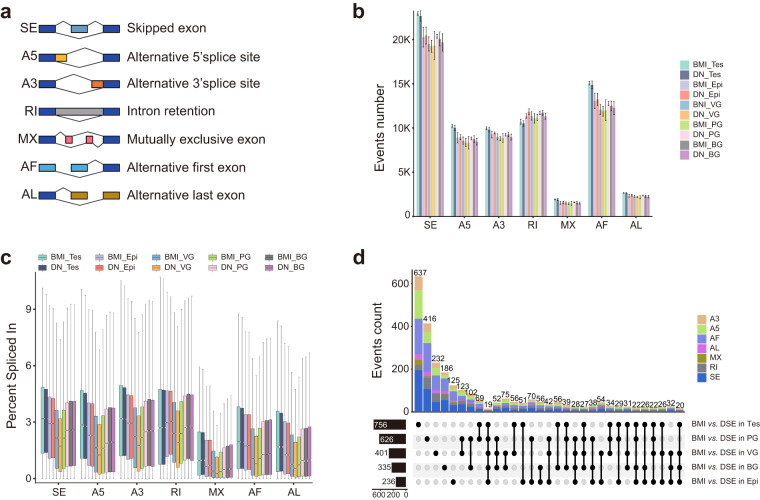
Identification of AS (Alternative Splicing) and DAS (Differential Alternative Splicing). (**a**) Diagram of seven types of AS events. (**b**) Number of AS events in thirty samples. (**c**) Percentage of alternative splicing (AS) events across different samples. (**d**) Differential alternative splicing between BMI and DSE in five tissues. Tes, testis; Epi, epididymis; VG, vesicular gland; PG, prostate gland; BG, bulbourethral gland.

### Analysis of small RNA sequencing data

Small RNA analysis of the five tissues indicated a higher consistency of GC content within the same gland (Fig. 8a, Table S4). 

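Small RNA sequencing covered 30 libraries, 3 of each breed for each of the 5 glands. The authors trimmed the reads, removed those of other small RNAs, predicted and counted miRNAs with miRDeep2 and deposited RPM rounded to 2 decimals. In 28 of the libraries the whole reads were recovered from the step of the low values, of which 96.8% to 100% were multiples of it. BMI epididymis replicate 3 and DSE vesicular gland replicate 2 were left out because 1 read was worth 0.0504 and 0.0497 RPM and the rounding blurs such steps, although 100% and 97.3% of their low values were multiples and some libraries kept have steps as small. Reads counted on miRNAs numbered between 1,294,500 and 11,815,100 in testis and between 13,068,300 and 21,680,400 in the other glands. The total reads of Table S4 (the paper's) were between 20.6 and 24.4 M in testis. In the smallest library, BMI testis replicate 1, 1 read was worth 0.772 RPM. The GC content of Table S4 averaged 46.1% ± 0.944 in testis (SD, n = 6), 45.9% ± 0.936 in epididymis, 45.0% ± 1.02 in prostate gland, 44.5% ± 0.692 in bulbourethral gland and 44.3% ± 0.821 in vesicular gland (the paper's values per library). Of its variance over the 30 libraries, 43.2% lay between the glands (permutation of gland labels, one-sided, p = 0.0052).

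**Figure D4:**
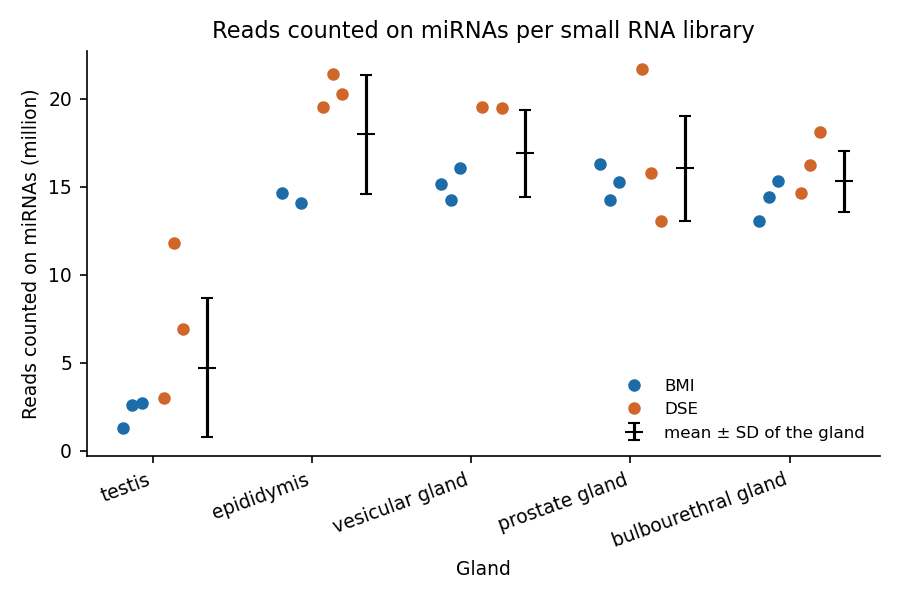
Reads counted on miRNAs in the 28 small RNA libraries where whole reads were recovered, by gland and breed, with the mean and SD of each gland. The testis libraries lie between 1.29 and 11.8 M reads, below all libraries of the other glands.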

Notably, two small RNA peaks displayed at 21–23 nt and 28–31 nt in the testes respectively, indicating the presence of both miRNA and piRNA in the testes, which was consistent with the previous studies^37^. For the remaining four tissues, only one peak was observed at 21–23 nt, corresponding to miRNAs (Fig. 8b). 

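PCA of log2(RPM + 1) over all entries, centred and not scaled, placed 61.0% of the variance on PC1 and 9.81% on PC2. Between the 5 glands lay 97.6% of the variance along PC1 and 87.4% of that along PC2. The gap between the testis libraries and all others on PC1 was 57.1% of the axis. On PC2, the epididymis libraries overlapped those of the vesicular, prostate and bulbourethral glands, with a gap of -53.4% of the axis. On PC4, looked at after the values were seen, the epididymis libraries had scores of 9.23 to 12.8 and all others at most 5.99. Without a log, an alternative added after the values were seen, the share on PC1 moved most, to 88.4%, and testis overlapped the other glands with a gap of -43.0%.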

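Between testis and the mean of the other 4 glands, limma on log2(RPM + 1) called 311 entries higher and 22 lower in testis, of 526 with at least 1 RPM in at least 3 libraries (adjusted p below 0.05, absolute log2 fold change of at least 1). Over these 526 entries, the median log2 fold change was 1.34. With size factors from the median of ratios, which averaged 2.51 in testis and 0.835 in the other glands, the median was 0.09 and the calls became 113 higher and 88 lower. The largest rise was that of miR-202-5p, with 7285 ± 2315 RPM in testis (SD, n = 6) against 1.70 ± 4.02 RPM in the other glands (SD, n = 24), a log2 fold change of 11.77 (standard error 0.32, limma adjusted p = 6.46e-24). The predicted miRNAs chrX_49513, chrX_49528, chrX_49526 and chrX_49502 followed with 10.96, 10.72, 9.04 and 8.96. Among entries lower in testis, the predicted chr5_30680 had 25.8 ± 18.6 RPM against 6455 ± 2773 RPM (log2 fold change -7.94, standard error 0.33, limma adjusted p = 3.85e-19). The predicted chr6_32302 (-6.26), miR-200b (-6.23), miR-141 (-5.79) and miR-429 (-4.67) followed. The direction of each of these 10 miRNAs was the same with size factors and with edgeR on the recovered reads. Relative to the shift of the median, their changes with size factors were 10.32 for miR-202-5p and -9.49 for chr5_30680.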

PCA analysis of miRNAs further confirmed a clear separation of the testes from the other four glands on PC1 (27.64% variation), and the separation of epididymis from the vesicular gland, prostate gland, bulbourethral gland on PC2 (13.1% variation) (Fig. 8c). 

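The mean Pearson's r of log2(RPM + 1) was 0.870 between testis and the other glands and 0.958 among the other 4 glands. This difference of -0.0881 had a two-sided permutation p of 1e-05, the smallest that 100000 permutations of gland labels can give. Without a log, the difference reversed to 0.123 (permutation p = 0.0084). By gland, the mean r of testis was 0.883 with epididymis, 0.872 with prostate gland, and 0.863 with each of vesicular and bulbourethral gland. Among the other glands, the mean was lowest between vesicular and bulbourethral gland at 0.946 and highest between vesicular and prostate gland at 0.971. Within glands, r averaged 0.980 and lay between 0.948 and 0.996.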

Correlation analysis revealed that testes miRNA expressions were much less correlated with the other four glands, whereas the epididymis, vesicular glands, prostate, and bulbourethral glands exhibited higher correlation with each other (Fig. 8d).

**Fig. 8:**
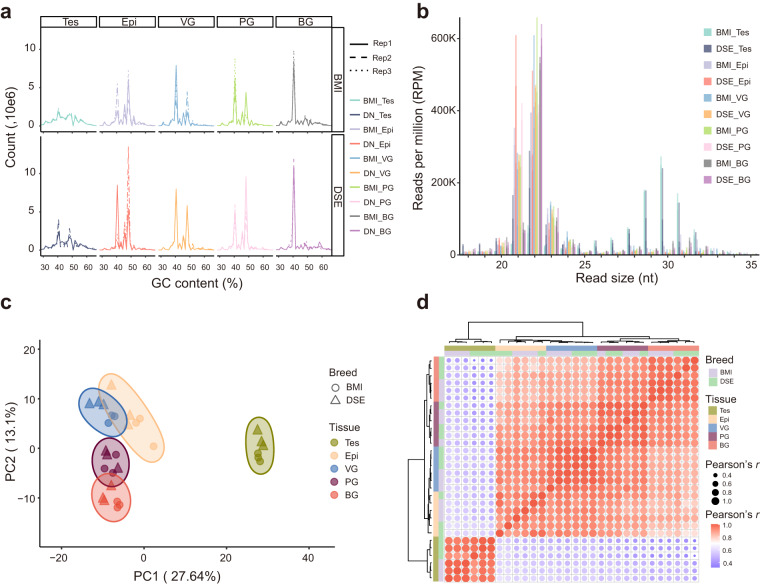
Analysis of small RNA data. (**a**) GC content of small RNA reads in thirty samples. (**b**) Distribution of small RNA length in thirty samples. (**c**) Principal component analysis (PCA) of miRNA abundance in thirty samples. (**d**) Correlation analysis of small (micro) RNA abundance in thirty samples.

## Usage Notes

The Iso-seq data enables accurate measurements of full-length transcripts and alternative splicing events across five reproductive glands in two pig breeds. Complementing this, the paired-end RNA-seq data can be used to quantify gene expression and assess alternative isoform usage. The small RNA-seq data facilitates the exploration of multiple small non-coding RNAs, including miRNA, piRNA, snRNA, snoRNA, and tRNA. The miRNA expression data will be useful for understanding the miRNA-mRNA regulatory networks in five tissues, and identifying novel miRNAs.

The present study provides a comprehensive resource of five BMI and DSE reproductive glands. As the dataset contains both long-read and short-read sequencing data, this rich sequencing dataset paves the avenue for quantifying gene or transcript expression, evaluating alternative splicing, delving novel transcripts, and improving the annotation of the pig genome.

### Supplementary information

SUPPLEMENTARY INFORMATION

## Data Availability

All software used in this study is open access and parameters were clearly described in the Methods section. If no detailed parameters of the software are mentioned, the default parameters suggested by the developer were applied. A comprehensive list of software used in this study is provided in this section as well. SMRT Link (v9.0) was used to trim reads of Iso-seq data: https://www.pacb.com/support/software-downloads IsoSeq3 (v3.4.0) was used to cluster isoforms of trimmed reads for Iso-seq data: https://github.com/PacificBiosciences/IsoSeq cDNA_Cupcake (v29.0.0) was used to collapse redundant isoforms: https://github.com/Magdoll/cDNA_Cupcake PacBio_pbIsoCollapse was developed by this study to further remove redundant isoforms: https://github.com/lhuang3s/PacBio_pbIsoCollapse GMAP (v2018-07-04) was used to align the full-length isoforms of Iso-seq to the *Sus scrofa* reference genome: https://bioconda.github.io/recipes/gmap/README.html SQANTI3 (v5.0) was used to compare the Iso-seq assembly transcriptome with the Ensembl transcriptome: https://github.com/ConesaLab/SQANTI3 vcftools (v0.1.16) was used to calculate the density of SNP: https://vcftools.sourceforge.net ORFfinder (v0.4.3) was used to translate RNA sequences to protein sequences: https://ftp.ncbi.nlm.nih.gov/genomes/TOOLS/ORFfinder pfam_scan (v1.6) was used to search domain against a library of Pfam HMMs: https://bioconda.github.io/recipes/pfam_scan/README.html CPC2 and CPAT (v3.0.4) were used to evaluate the coding potential of novel isoforms: http://cpc2.gao-lab.org; https://cpat.readthedocs.io/en/latest diamond (v2.0.15.153) was used to align the novel isoforms’ sequence to NR and UniProt: https://github.com/bbuchfink/diamond cutadapt (v3.0) was used to trim reads of paired-end RNA-seq and single-end small RNA-seq data: https://cutadapt.readthedocs.io/en/stable STAR (v2.7.10a) was used to map paired-end sequence reads to the *Sus scrofa* reference genome: https://github.com/alexdobin/STAR SAMtools (v1.6) was used to sort and build an index for short-reads align BAM files: https://github.com/samtools/samtools featureCounts (v2.0.1) was used to calculate the gene counts: https://subread.sourceforge.net/featureCounts.html RseQC (v5.0.1) was used to evaluate the sequence quality: https://rseqc.sourceforge.net salmon (v1.9.0) was used to calculate the gene expression and transcript expression: https://combine-lab.github.io/salmon SUPPA2 (v2.3) was used to analyze alternative splicing and differential alternative splicing: https://github.com/comprna/SUPPA seqkit (v2.1.0) was used to calculate the GC content of small RNA-seq data: https://github.com/shenwei356/seqkit bowtie (v1.3.1) was used to align miRNA reads to pig genome: https://bowtie-bio.sourceforge.net/index.shtml miRDeep2 (v0.1.3) was used to predict potential miRNA: https://github.com/rajewsky-lab/mirdeep2 scatterplot3d (v0.3-42) was used to plot the 3D PCA map: https://cran.r-project.org/web/packages/scatterplot3d/index.html Other maps were plotted by ggplot2 (v3.4.0): https://ggplot2.tidyverse.org Custom scripts to handle genomic annotations: https://github.com/sunyumail93/Bed12Processing The pipeline code for Iso-seq: https://github.com/zhipengliu92/PipIsoseq The pipeline code for RNA-seq: https://github.com/sunyumail93/PipeRNAseq The pipeline code for small RNA-seq: https://github.com/sunyumail93/PipeSmRNAseq

## References

[1] Huo JL (2022). Genome-wide single nucleotide polymorphism array and whole-genome sequencing reveal the inbreeding progression of Banna minipig inbred line. Anim Genet.

[2] Wang P (2023). Transcriptomic analysis of testis and epididymis tissues from Banna mini-pig inbred line boars with single-molecule long-read sequencing. †. Biol Reprod.

[3] Verze P, Cai T, Lorenzetti S (2016). The role of the prostate in male fertility, health and disease. Nat Rev Urol.

[4] Pavaneli, A. P. P. *et al*. The presence of seminal plasma during liquid storage of pig spermatozoa at 17 °C modulates their ability to elicit *in vitro* capacitation and trigger acrosomal exocytosis. *Int J Mol Sci***21**, 10.3390/ijms21124520 (2020).10.3390/ijms21124520PMC735024932630462

[5] Rhoads A, Au KF (2015). PacBio sequencing and its applications. Genomics Proteomics Bioinformatics.

[6] Sun YH (2021). Single-molecule long-read sequencing reveals a conserved intact long RNA profile in sperm. Nat Commun.

[7] Weirather JL (2017). Comprehensive comparison of Pacific Biosciences and Oxford Nanopore Technologies and their applications to transcriptome analysis. F1000Res.

[8] Au KF, Jiang H, Lin L, Xing Y, Wong WH (2010). Detection of splice junctions from paired-end RNA-seq data by SpliceMap. Nucleic Acids Res.

[9] Roberts A, Pachter L (2011). RNA-Seq and find: entering the RNA deep field. Genome Med.

[10] Beiki H (2019). Improved annotation of the domestic pig genome through integration of Iso-Seq and RNA-seq data. BMC Genomics.

[11] Wu TD, Watanabe CK (2005). GMAP: a genomic mapping and alignment program for mRNA and EST sequences. Bioinformatics.

[12] Tardaguila M (2018). SQANTI: extensive characterization of long-read transcript sequences for quality control in full-length transcriptome identification and quantification. Genome Res.

[13] Danecek P (2011). The variant call format and VCFtools. Bioinformatics.

[14] Kang YJ (2017). CPC2: a fast and accurate coding potential calculator based on sequence intrinsic features. Nucleic Acids Res.

[15] Wang L (2013). CPAT: Coding-Potential Assessment Tool using an alignment-free logistic regression model. Nucleic Acids Res.

[16] Tang S, Lomsadze A, Borodovsky M (2015). Identification of protein coding regions in RNA transcripts. Nucleic Acids Res.

[17] Mistry J (2021). Pfam: The protein families database in 2021. Nucleic Acids Res.

[18] Sayers EW (2011). Database resources of the National Center for Biotechnology Information. Nucleic Acids Res.

[19] Buchfink B, Reuter K, Drost HG (2021). Sensitive protein alignments at tree-of-life scale using DIAMOND. Nat Methods.

[20] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J.

[21] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[22] Danecek, P. *et al*. Twelve years of SAMtools and BCFtools. *Gigascience***10**, 10.1093/gigascience/giab008 (2021).10.1093/gigascience/giab008PMC793181933590861

[23] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[24] Wang L, Wang S, Li W (2012). RSeQC: quality control of RNA-seq experiments. Bioinformatics.

[25] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods.

[26] Trincado JL (2018). SUPPA2: fast, accurate, and uncertainty-aware differential splicing analysis across multiple conditions. Genome Biol.

[27] Shen W, Le S, Li Y, Hu F (2016). SeqKit: a cross-platform and ultrafast toolkit for FASTA/Q file manipulation. PLoS One.

[28] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.

[29] An J, Lai J, Lehman ML, Nelson CC (2013). miRDeep*: an integrated application tool for miRNA identification from RNA sequencing data. Nucleic Acids Res.

[30] Liu Z (2023). Gene Expression Omnibus.

[31] Liu Z (2023). figshare.

[32] Liu Z (2023). figshare.

[33] Liu Z (2023). figshare.

[34] Liu Z (2023). figshare.

[35] Liu Z (2023). figshare.

[36] Liu Z (2023). figshare.

[37] Ma X (2022). The piRNAs present in the developing testes of Chinese indigenous Xiang pigs. Theriogenology.

# Supplementary material for: Long- and short-read RNA sequencing from five reproductive organs of boar
**Source:** Sci Data. 2023 Oct 5;10:678. doi: 10.1038/s41597-023-02595-0
**Supplement:** Supplementary file 1 — SUPPLEMENTARY INFORMATION

**Long- and short-read RNA sequencing from five reproductive organs of boar**

**Zhipeng Liu^1,7^, Xia Zhang^1,2,7^, Libin Huang^3^, Hailong Huo^4^, Pei Wang^1^, Weizhen Li^5^, Hongmei Dai^1^, Fuhua Yang^1^, Guowen Fu^5^, Guiying Zhao^1^**^✉^**, Yu H. Sun^6^**^✉^ **& Jinlong Huo^1,6^**^✉^

7. These authors contributed equally: Zhipeng Liu, Xia Zhang.

**Table of Contents**

**Table S1** Summary of IsoSeq v3 workflow output

**Table S2** Statistics of Iso-seq transcriptome from five tissues across two breeds

**Table S3** Quality control of RNA-seq data

**Table S4** Quality control of small RNA-seq data

**Table S1** Summary of IsoSeq v3 workflow output

| sample | Generated CCS | Primer removed | FLNC reads | Total HiFi isoforms | HQ HiFi isoforms | High-quality mapped | mapped to "+" | mapped to "-" | Multiple mapped |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| BMI_Tes | 667,383 | 665,465 | 663,353 | 53,449 | 53,273 | 53,240 (99.94%) | 27,698 | 25,542 | 106 |
| DSE_Tes | 675,159 | 673,542 | 672,169 | 54,927 | 54,758 | 54,698 (99.89%) | 28,627 | 26,071 | 108 |
| BMI_Epi | 688,891 | 686,771 | 683,914 | 50,802 | 50,642 | 50,605 (99.93%) | 26,650 | 23,955 | 175 |
| DSE_Epi | 546,844 | 545,314 | 541,554 | 53,327 | 53,168 | 53,117 (99.90%) | 28,062 | 25,055 | 295 |
| BMI_VG | 471,177 | 469,846 | 461,518 | 37,623 | 37,503 | 37,466 (99.90%) | 19,238 | 18,228 | 150 |
| DSE_VG | 482,428 | 481,064 | 475,894 | 36,684 | 36,538 | 36,504 (99.91%) | 18,826 | 17,678 | 111 |
| BMI_PG | 461,580 | 460,248 | 457,298 | 36,459 | 36,327 | 36,283 (99.88%) | 18,545 | 17,738 | 191 |
| DSE_PG | 536,779 | 535,458 | 532,033 | 43,235 | 43,062 | 43,035 (99.94%) | 22,054 | 20,981 | 140 |
| BMI_BG | 574,621 | 573,116 | 571,524 | 43,135 | 42,992 | 42,955 (99.91%) | 22,323 | 20,632 | 133 |
| DSE_BG | 503,100 | 502,744 | 499,901 | 43,763 | 43,763 | 43,741 (99.95%) | 22,624 | 21,117 | 253 |

**Table S2** Statistics of Iso-seq transcriptome from five tissues across two breeds

| type | BMI_Tes | DSE_Tes | BMI_Epi | DSE_Epi | BMI_VG | DSE_VG | BMI_PG | DSE_PG | BMI_BG | DSE_BG |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Unique Genes | 13,879 | 13,692 | 13,632 | 13,261 | 12,142 | 11,489 | 12,178 | 11,865 | 12,746 | 12,403 |
| Annotated genes | 11,822 (85.18) | 11,758 (85.87) | 11,650 (85.46) | 11,173 (84.25) | 10,590 (87.22) | 10,113 (88.02) | 10,490 (86.14) | 10,485 (88.37) | 11,384 (89.31) | 10,527 (84.87) |
| Novel genes | 2,057 (14.82) | 1,934 (14.13) | 1,982 (14.54) | 2,088 (15.75) | 1,552 (12.78) | 1,376 (11.98) | 1,688 (13.86) | 1,380 (11.63) | 1,362 (10.69) | 1,876 (15.13) |
| Genes with 1 isoform | 5,787 (41.7) | 5,915 (43.2) | 5,466 (40.1) | 5,763 (43.46) | 5,028 (41.41) | 5,046 (43.92) | 5,343 (43.87) | 4,953 (41.74) | 5,012 (39.32) | 5,237 (42.22) |
| Genes with >10 isoforms | 564 (4.06) | 546 (3.99) | 490 (3.59) | 286 (2.16) | 356 (2.93) | 321 (2.79) | 341 (2.8) | 314 (2.65) | 318 (2.49) | 384 (3.1) |
| Genes with 2-10 isoforms | 7,528 (54.24) | 7,231 (52.81) | 7,676 (56.31) | 7,212 (54.39) | 6,758 (55.66) | 6,122 (53.29) | 6,494 (53.33) | 6,598 (55.61) | 7,416 (58.18) | 6,782 (54.68) |
| Isoforms | 43,752 | 42,511 | 42,894 | 36,918 | 36,026 | 32,849 | 34,551 | 34,673 | 37,837 | 36,757 |
| Annotated isoforms | 9,443 (21.58) | 9,221 (21.69) | 10,976 (25.59) | 10,650 (28.85) | 9,927 (27.56) | 9390 (28.59) | 9,812 (28.4) | 10,326 (29.78) | 10,962 (28.97) | 10,488 (28.53) |
| Novel isoforms from annotated genes | 31,191 (71.29) | 30,311 (71.3) | 29,020 (67.66) | 23,537 (63.75) | 23,909 (66.37) | 21,531 (65.55) | 22,474 (65.05) | 22,388 (64.57) | 24,925 (65.87) | 23,746 (64.6) |
| Novel isoforms from antisense genes | 839 (1.92) | 787 (1.85) | 829 (1.93) | 803 (2.18) | 575 (1.6) | 517 (1.57) | 668 (1.93) | 487 (1.4) | 493 (1.3) | 739 (2.01) |
| Novel isoforms from novel genes | 2,279 (5.21) | 2,192 (5.16) | 2,069 (4.82) | 1,928 (5.22) | 1,615 (4.48) | 1,411 (4.3) | 1,597 (4.62) | 1,472 (4.25) | 1,457 (3.85) | 1,784 (4.85) |
| Coding isoforms | 41,573 (95.02) | 40,496 (95.26) | 40,191 (93.7) | 33,951 (91.96) | 33,765 (93.72) | 30,634 (93.26) | 32,009 (92.64) | 32,441 (93.56) | 35,740 (94.46) | 33,888 (92.19) |
| Non-coding isoforms | 2,179 (4.98) | 2,015 (4.74) | 2,703 (6.3) | 2,967 (8.04) | 2261 (6.28) | 2,215 (6.74) | 2,542 (7.36) | 2,232 (6.44) | 2,097 (5.54) | 2,869 (7.81) |
| FSM | 4,840 (11.06) | 4,680 (11.01) | 4,920 (11.47) | 4,211 (11.41) | 4,379 (12.16) | 4,144 (12.62) | 4,208 (12.18) | 4,432 (12.78) | 4,903 (12.96) | 4,178 (11.37) |
| Fusion | 1,322 (3.02) | 1,278 (3.01) | 1,195 (2.79) | 898 (2.43) | 948 (2.63) | 817 (2.49) | 826 (2.39) | 853 (2.46) | 935 (2.47) | 894 (2.43) |
| Genic | 349 (0.8) | 318 (0.75) | 372 (0.87) | 319 (0.86) | 304 (0.84) | 243 (0.74) | 321 (0.93) | 263 (0.76) | 281 (0.74) | 388 (1.06) |
| Intergenic | 952 (2.18) | 909 (2.14) | 864 (2.01) | 1,019 (2.76) | 662 (1.84) | 589 (1.79) | 767 (2.22) | 616 (1.78) | 513 (1.36) | 881 (2.4) |
| ISM | 4,603 (10.52) | 4,541 (10.68) | 6,056 (14.12) | 6,439 (17.44) | 5,548 (15.4) | 5,246 (15.97) | 5,604 (16.22) | 5,894 (17) | 6,059 (16.01) | 6,310 (17.17) |
| NIC | 8,683 (19.85) | 8,247 (19.4) | 10,740 (25.04) | 9,692 (26.25) | 9,502 (26.38) | 8,531 (25.97) | 8,941 (25.88) | 8,749 (25.23) | 10,090 (26.67) | 9,699 (26.39) |
| NNC | 22,164 (50.66) | 21,751 (51.17) | 17,918 (41.77) | 13,537 (36.67) | 14,108 (39.16) | 12,762 (38.85) | 13,216 (38.25) | 13,379 (38.59) | 14,563 (38.49) | 13,668 (37.18) |

Note: FSM = Full splice match; ISM = incomplete splice match; NIC = novel in catalogue; NNC = novel not in catalogue

| **Table S3** Quality control of RNA-seq data | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Sample | Total reads (million) | Base (Gb) | Q30 (%) | GC Content (%) | Uniquely mapped reads (%) | Number of reads mapped to multiple loci (%) | Unmapped (%) | TIN (median) |
| BMI_Tes_1 | 22.41 | 6.72 | 94.16 | 54.60 | 91.06 | 1.90 | 7.04 | 76.68 |
| BMI_Tes_2 | 24.47 | 7.34 | 94.27 | 53.72 | 91.44 | 1.69 | 6.86 | 77.15 |
| BMI_Tes_3 | 33.72 | 10.12 | 93.86 | 54.81 | 91.40 | 1.78 | 6.82 | 75.98 |
| DSE_Tes_1 | 27.91 | 8.37 | 93.84 | 54.47 | 91.22 | 1.93 | 6.85 | 74.94 |
| DSE_Tes_2 | 20.79 | 6.24 | 94.45 | 53.22 | 91.14 | 2.02 | 6.83 | 78.93 |
| DSE_Tes_3 | 26.58 | 7.97 | 94.30 | 54.30 | 91.33 | 1.89 | 6.78 | 77.26 |
| BMI_Epi_1 | 19.32 | 5.80 | 94.10 | 54.39 | 90.41 | 2.14 | 7.45 | 79.62 |
| BMI_Epi_2 | 22.65 | 6.79 | 94.28 | 52.81 | 90.79 | 1.99 | 7.22 | 79.52 |
| BMI_Epi_3 | 19.43 | 5.83 | 94.22 | 51.99 | 91.36 | 1.68 | 6.96 | 76.11 |
| DSE_Epi_1 | 27.26 | 8.18 | 93.47 | 52.76 | 89.66 | 1.74 | 8.60 | 67.68 |
| DSE_Epi_2 | 23.56 | 7.07 | 94.27 | 52.70 | 90.63 | 1.86 | 7.51 | 81.33 |
| DSE_Epi_3 | 25.18 | 7.56 | 94.39 | 52.59 | 90.12 | 2.62 | 7.26 | 80.64 |
| BMI_VG_1 | 24.09 | 7.23 | 95.00 | 51.89 | 90.73 | 3.12 | 6.15 | 75.93 |
| BMI_VG_2 | 23.06 | 6.92 | 94.38 | 52.66 | 90.04 | 3.46 | 6.51 | 79.61 |
| BMI_VG_3 | 19.23 | 5.77 | 94.50 | 52.09 | 89.03 | 4.94 | 6.03 | 78.45 |
| DSE_VG_1 | 25.91 | 7.77 | 94.80 | 51.14 | 89.64 | 4.51 | 5.85 | 73.82 |
| DSE_VG_2 | 21.97 | 6.59 | 94.45 | 51.74 | 89.15 | 4.57 | 6.28 | 78.72 |
| DSE_VG_3 | 22.85 | 6.85 | 94.54 | 51.11 | 89.58 | 4.56 | 5.86 | 78.42 |
| BMI_PG_1 | 36.13 | 10.84 | 95.13 | 53.51 | 92.13 | 1.54 | 6.33 | 79.92 |
| BMI_PG_2 | 27.23 | 8.17 | 95.41 | 52.14 | 90.44 | 3.76 | 5.80 | 79.66 |
| BMI_PG_3 | 23.09 | 6.93 | 94.81 | 51.84 | 91.72 | 1.89 | 6.39 | 73.92 |
| DSE_PG_1 | 28.21 | 8.46 | 94.69 | 54.64 | 92.20 | 1.80 | 6.00 | 79.89 |
| DSE_PG_2 | 24.34 | 7.30 | 93.40 | 52.29 | 92.50 | 1.49 | 6.01 | 80.23 |
| DSE_PG_3 | 25.74 | 7.72 | 94.16 | 53.97 | 91.92 | 1.55 | 6.53 | 80.53 |
| BMI_BG_1 | 26.99 | 8.10 | 94.21 | 54.84 | 90.03 | 2.38 | 7.58 | 76.72 |
| BMI_BG_2 | 28.28 | 8.48 | 95.02 | 53.10 | 91.05 | 2.18 | 6.77 | 80.87 |
| BMI_BG_3 | 26.62 | 7.98 | 94.12 | 54.37 | 90.11 | 2.95 | 6.95 | 80.06 |
| DSE_BG_1 | 22.79 | 6.84 | 94.00 | 54.35 | 89.49 | 3.15 | 7.36 | 79.83 |
| DSE_BG_2 | 22.56 | 6.77 | 94.44 | 52.97 | 91.30 | 2.11 | 6.59 | 73.86 |
| DSE_BG_3 | 23.81 | 7.14 | 94.20 | 54.42 | 89.59 | 3.13 | 7.28 | 80.24 |

**Table S4** Quality control of small RNA-seq data

| Sample | Total reads (million) | Base (Gb) | length (mean) | Q30 (%) | GC content (%) | >18 nt reads (million) | Mapped (%) | Unmapped (%) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| BMI_BG_1 | 18.21 | 0.43 | 23.60 | 89.33 | 44.35 | 17.93 | 85.37 | 14.63 |
| BMI_BG_2 | 20.37 | 0.46 | 22.30 | 90.92 | 45.09 | 19.21 | 90.03 | 9.98 |
| BMI_BG_3 | 21.32 | 0.50 | 23.50 | 90.31 | 44.37 | 20.79 | 84.00 | 16.00 |
| BMI_Epi_1 | 20.34 | 0.49 | 24.20 | 89.29 | 46.59 | 20.27 | 82.68 | 17.32 |
| BMI_Epi_2 | 19.45 | 0.45 | 23.10 | 89.81 | 45.41 | 18.97 | 87.88 | 12.12 |
| BMI_Epi_3 | 22.12 | 0.48 | 21.80 | 90.94 | 45.01 | 21.53 | 92.62 | 7.38 |
| BMI_PG_1 | 19.67 | 0.45 | 22.80 | 89.32 | 44.89 | 19.50 | 89.42 | 10.58 |
| BMI_PG_2 | 16.80 | 0.37 | 22.10 | 90.14 | 45.06 | 16.30 | 92.14 | 7.86 |
| BMI_PG_3 | 17.50 | 0.40 | 22.90 | 91.21 | 43.12 | 17.38 | 89.13 | 10.87 |
| BMI_Tes_1 | 21.08 | 0.61 | 29.10 | 88.99 | 45.05 | 20.98 | 81.86 | 18.14 |
| BMI_Tes_2 | 24.40 | 0.69 | 28.20 | 89.27 | 45.40 | 24.05 | 81.84 | 18.16 |
| BMI_Tes_3 | 20.59 | 0.57 | 27.70 | 88.96 | 45.60 | 20.20 | 81.46 | 18.55 |
| BMI_VG_1 | 17.38 | 0.40 | 22.90 | 90.73 | 42.89 | 17.29 | 87.62 | 12.38 |
| BMI_VG_2 | 17.15 | 0.39 | 22.60 | 89.45 | 44.80 | 16.89 | 89.70 | 10.30 |
| BMI_VG_3 | 19.75 | 0.44 | 22.40 | 90.56 | 44.40 | 19.24 | 90.81 | 9.19 |
| DSE_BG_1 | 20.80 | 0.45 | 21.70 | 91.25 | 45.24 | 18.69 | 92.60 | 7.40 |
| DSE_BG_2 | 21.06 | 0.47 | 22.50 | 89.90 | 44.50 | 20.23 | 91.23 | 8.77 |
| DSE_BG_3 | 22.22 | 0.52 | 23.20 | 91.10 | 43.29 | 21.89 | 87.49 | 12.51 |
| DSE_Epi_1 | 22.39 | 0.50 | 22.20 | 90.25 | 44.80 | 22.00 | 92.43 | 7.57 |
| DSE_Epi_2 | 23.14 | 0.50 | 21.50 | 89.86 | 46.87 | 22.88 | 91.80 | 8.20 |
| DSE_Epi_3 | 23.56 | 0.51 | 21.70 | 90.41 | 46.75 | 22.79 | 91.49 | 8.51 |
| DSE_PG_1 | 24.10 | 0.53 | 21.80 | 89.71 | 45.50 | 23.66 | 92.35 | 7.65 |
| DSE_PG_2 | 20.48 | 0.46 | 22.30 | 90.07 | 45.94 | 19.51 | 90.22 | 9.78 |
| DSE_PG_3 | 14.76 | 0.32 | 21.70 | 89.90 | 45.74 | 14.30 | 92.89 | 7.11 |
| DSE_Tes_1 | 21.39 | 0.60 | 28.00 | 90.54 | 45.91 | 21.07 | 84.30 | 15.70 |
| DSE_Tes_2 | 21.37 | 0.47 | 22.00 | 89.78 | 46.84 | 18.61 | 87.57 | 12.43 |
| DSE_Tes_3 | 21.40 | 0.51 | 23.70 | 89.78 | 47.53 | 19.10 | 86.58 | 13.42 |
| DSE_VG_1 | 22.13 | 0.49 | 22.10 | 91.89 | 44.23 | 21.70 | 94.15 | 5.85 |
| DSE_VG_2 | 24.93 | 0.54 | 21.80 | 90.34 | 45.36 | 23.77 | 90.82 | 9.18 |
| DSE_VG_3 | 22.51 | 0.49 | 21.90 | 90.93 | 44.37 | 21.82 | 93.88 | 6.12 |

How the deposited data were processed for this re-analysis (not part of the article)

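The Iso-seq values are counts of full-length reads for each isoform and library, which the authors obtained by clustering, aligning and collapsing the reads and classifying the isoforms with SQANTI3. They were deposited without normalization. The RNA-seq values are TPM, which the authors obtained with salmon from the merged annotation. The small RNA values are RPM, which the authors obtained with miRDeep2 and which were deposited with 2 decimals. The percent of A after the 3′ end of an isoform was deposited as computed by SQANTI3 for the authors. Values of Tables S1, S3 and S4, TIN among them, were taken from the paper.

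Libraries were grouped by breed and gland, with 1 Iso-seq library and 3 RNA-seq and 3 small RNA libraries in each group. Each RNA-seq or small RNA library was a unit of replication. The paper speaks of paired samples from both breeds without saying how, and replicate numbers were not taken to pair samples. Isoforms are not replicates, so shares have Wilson 95% intervals and Fisher's exact tests on isoforms describe counts alone.

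TPM and RPM were used as log2(value + 1). PCA was centred and not scaled. Within-gland and between-gland correlations were compared by 100000 permutations of gland labels with seed 1. Medians per library were compared by exact tests over all splits. Transcripts and miRNAs with at least 1 TPM or RPM in at least 3 libraries were fitted with limma, and called with a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change of at least 1. AS events of 7 types were generated in Python from the deposited annotation after the definitions of SUPPA2, which itself was not run. The orientation of AL events can differ from that of SUPPA2. PSI was called with limma from a difference of 0.1. Whole miRNA reads were recovered from the step of low RPM values and used with edgeR and for subsampling.

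The transcripts named for a gland are the 3 with the largest log2 fold change, from different genes with a symbol, among called transcripts whose libraries in that gland all lie above all others. Those named for the breeds are up to 2 in each direction and gland by the same rule, and the miRNAs named for testis are 5 in each direction. Where a gland had 5 or fewer calls between the breeds, all were named. The 3 alternatives given beside an adjusted p of a breed are a pseudocount of 0.1, size factors and the replicate number in the model. Genes named otherwise are the one with the most isoforms and the top gene of each marker list. The 7 lists of markers, for spermatids, spermatocytes, Leydig, Sertoli, peritubular and endothelial cells and macrophages, were typed from general knowledge.

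Alternatives were a pseudocount of 0.1, scaling to unit variance, filtering, no log, Spearman, size factors from the median of ratios, sums over genes, a replicate block, one fit of all glands, other minimum reads and leaving out each library. For 4 tests of single libraries, the value that decides was changed after first values were seen. Later, the tests of a known miRNA variant, of the miRNA scaling and of BMI vesicular gland replicate 1 were left open. So were those of germ cells in DSE testis replicate 2 and of A-rich priming. The test of deeper miRNA libraries was moved to the numbers of reads.

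In self-tests, planted effects of 2 log2 were recovered for 93.5% of 200 transcripts between glands and for 0% between breeds, where an effect of 4 gave 80.5%. A PSI difference of 0.4 gave 70.5%. For miRNAs limma recovered 99% and edgeR 92%. A small number of breed calls therefore does not exclude breed effects of 2 log2.

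Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and edgeR 4.0.16. Raw reads, coverage by gene region, the small RNA length distribution and 3 of the 4 coding predictors were not analysed here.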

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

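All tests in this part were chosen after the result was seen, apart from the 3 refits of the breed effect that differs between glands and the search for a known miRNA with a breed variant, whose outcomes were written down before they were run. For the tests of germ cells and epididymis RNA in DSE testis replicate 2, the value that decides was changed after first values were seen. Under the earlier value each explanation had been kept. The outcome of the search for a known miRNA was later set to stay open. So were those of fewer germ cells in DSE testis replicate 2 and of fewer reads in BMI vesicular gland replicate 1.

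Of 62 groups of libraries searched for a single library apart from the rest by Dixon's test, 7 held one, where 3.1 would be reached by chance. DSE testis replicate 2 had a mean r of gene expression of 0.862 with the other testes, which had 0.903 to 0.919. Median log2 shifts of marker lists against the other testes were -1.94 for spermatids and -1.38 for spermatocytes, and 1.44 for Leydig cells, 1.02 for Sertoli cells, 0.71 for peritubular cells, 0.71 for endothelial cells and 0.43 for macrophages. The top genes were PRM1 (18,220 against 58,190 TPM), TEX101 (55.95 against 150.1), INSL3 (42,360 against 15,130), CLDN11 (376.9 against 143.3), MYL9 (110.7 against 96.63), PECAM1 (23.49 against 18.27) and C1QA (17.79 against 15.66). Of the genes found, 3 of 11 spermatid, 1 of 9 spermatocyte, 0 of 6 Leydig, 4 of 7 Sertoli and all 6 peritubular, 6 endothelial and 6 macrophage genes were also expressed in other glands.

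Fewer germ cells in the piece of DSE testis replicate 2 would raise all somatic lists by a similar amount. The somatic lists lay 1.01 log2 apart, against 0.614 to 0.747 in the other testes. Both germ cell lists fell and all 5 somatic lists rose, as fewer germ cells would give. The spread between short lists, some with genes also expressed in other glands, cannot decide whether fewer germ cells alone explain this. A rise of Leydig and Sertoli cells beyond that from fewer germ cells stays open as well. Epididymis RNA in the library was excluded, since transcripts of epididymis reached 1.51% of the epididymis mean (at most 0.559% in the other testes) and 74.0% would be needed for the fall of the spermatid genes. Lower RNA integrity was excluded, since its TIN of 78.93 lay above the 74.94 to 77.26 of the other testes (the paper's values). In the small RNA library with this label, the mean read length was 22.0 nt, against 23.7 nt in DSE testis replicate 3 and 27.7 to 29.1 nt in the other testes (the paper's values). This was not tested further.

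DSE epididymis replicate 1 had a mean r of gene expression of 0.738 with the other epididymides, which had 0.834 to 0.859. Its TIN of 67.68 was the lowest of the gland. Over the other 29 libraries, this mean r rose with TIN within glands (r 0.579, rho 0.397, permutation p = 0.0041 for r, adjusted p = 0.00693, r 0.502 without the 2 libraries farthest from the median, permutation p = 0.054). Lower RNA integrity is consistent with the low r.

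BMI prostate gland replicate 3 held 32,508 AS events with both forms found, against 41,350 to 44,417 in the other prostate glands. Its TIN of 73.92 was below the 79.66 to 80.53 of the others. The number of events rose with TIN over the other 29 libraries (r 0.615, rho 0.700, permutation p = 0.0052 for r, adjusted p = 0.00693, r 0.716 without the 2 libraries farthest from the median). Lower RNA integrity is consistent with the fewer events.

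DSE vesicular gland replicate 1 had a median PSI of 0.593, against 0.635 to 0.638 in the other vesicular glands, and the lowest TIN of the gland, 73.82. Median PSI rose with TIN over the other 29 libraries (r 0.893, rho 0.834, permutation p = 1e-05 for each, the smallest the permutations can give, adjusted p = 4e-05 for r, r 0.770 without the 2 libraries farthest from the median). Lower RNA integrity is consistent with the low median PSI.

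BMI vesicular gland replicate 2 had 47.3% of its TPM on the 10 highest transcripts, against 59.3% to 64.7% in the others, and the highest TIN of the gland, 79.61. The share fell with TIN over the other 29 libraries (r -0.538, rho -0.551, permutation p = 0.0089 for r, adjusted p = 0.0089, r -0.475 without the 2 libraries farthest from the median). Higher RNA integrity is consistent with the lower share.

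BMI vesicular gland replicate 1 had a mean r of miRNA expression of 0.972 with the other vesicular glands (0.983 to 0.988), and BMI prostate gland replicate 3 of 0.974 with the other prostate glands (0.984 to 0.986). BMI prostate gland replicate 3 had 15.3 M miRNA reads with 2 of the 6 libraries below it, so that fewer reads were excluded for it. BMI vesicular gland replicate 1 had 15.1 M with only 1 of the 5 libraries with recovered reads below it (14.2 to 19.5 M in the others), which leaves fewer reads open. The cause was not tested further.

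The breed effect differed between glands for 1577 transcripts (limma F-test, adjusted p below 0.05) of 57,545, and for 25 miRNA entries of 515. Without adjustment, p was below 0.05 for 7000 transcripts and 83 entries. Pairs of glands with testis had 1581 to 1774 such transcripts and other pairs 60 to 101. The number was 1702 with TIN as a covariate, 1564 without BMI prostate gland replicate 2 and 1897 without DSE testis replicate 2, so that none of RNA integrity, that prostate library or that testis library accounted for it. Leaving out each library in turn gave 1317 to 3114, the highest without DSE testis replicate 3. The F-test uses a single estimate of the spread of a transcript over all glands. Breed calls in testis were also more in a joint fit of all glands than with testis fitted alone. Whether a spread that differs between glands gave the excess of pairs with testis was not tested.

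Among predicted miRNAs, 3 entries were near absent from one breed in all 5 glands, and they were chosen after their values were seen. In BMI, chr8_43390 had at least 12.55 RPM and chr13_9416 at least 8.45 RPM, and in DSE chr1_2528 had at least 1.59 RPM. In the other breed they reached at most 0.44, 3.92 and 0.34 RPM, or 4, 38 and 5 reads. A difference in depth was excluded, since at least 22.2 reads were expected in each library of the breed that lacks an entry. Lower in all 5 glands by the RPM of an entry were 0 known miRNAs, but 25 to 94 were lower by as much in single glands for chr1_2528. A loss of so few RPM cannot be seen beside the spread of abundant miRNAs, so that a known miRNA with a breed variant stays open. The ratio of chr13_9416 to chr8_43390 lay between 0.673 and 0.895 over the 15 BMI libraries. Whether the 2 entries count the same reads stays open.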

How the results depend on the processing

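Alternatives added after the result was seen are named as added, and all other tests were set before the data were examined. Over 56 results and 428 alternatives, 225 gave the same, 186 moved the value, 1 was weaker and 16 reversed. Where a value moved, the cause was not tested.

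For isoforms per sample, the mean number was 21,588.7 from 2 full-length reads and 31,905.2 after subsampling to the smallest library. With isoforms counted in a library only from 2 reads, 6707 were counted in DSE testis alone. Of these, 3931 had no read in another library. The lead of DSE testis over the next library reversed to -168 after subsampling. The 5′ overlap of ISM minus that of NNC reversed to 6.50 points within 100 bp of a reference start. Counted from 2 reads, the rise over the last 10% of reads was 5.02% for known isoforms, 8.20% for unannotated isoforms, 3.36% for genes and 7.13% for all isoforms. Of the predicted miRNAs, 155 reached 1 RPM in 3 libraries. An alternative of 2 full-length reads over all libraries, one of several exons and one of AS events without ISM isoforms changed nothing by construction and were not run.

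For gene PCA, the share on PC1 was 35.9% with a pseudocount of 0.1, 21.3% with each transcript scaled, 65.0% without a log and 55.7% for summed genes. Added alternatives gave 20.0% without a log and scaled, and 27.3% for scaled genes. Leaving out a replicate number gave 42.2% to 45.5%. The gap of testis on PC1 reversed to -24.5% of the axis without a log. The gap of epididymis on PC2 reversed to -7.14% with a pseudocount of 0.1, -22.1% scaled, -0.698% after filtering, -13.5% without a log and scaled (added), -15.9% for scaled genes (added), -70.4% without replicate 2 and -21.5% without replicate 3, and was 40.4% without replicate 1. Of the other results of gene PCA, 10 moved higher and 9 lower.

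The lowest r within a gland reversed to -0.0537 scaled, -0.0653 without a log and scaled (added) and -0.0135 for scaled genes (added). It was 0.390 without a log, 0.540 by Spearman and 0.895 for summed genes (added). Leaving out a replicate number gave 0.689 to 0.788. The highest r between glands was 0.864 with a pseudocount of 0.1, 0.186 scaled, 0.941 without a log and 0.738 by Spearman. Added alternatives gave 0.979 for summed genes, 0.171 without a log and scaled, and 0.357 for scaled genes. Leaving out a replicate number gave 0.899 to 0.922.

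For miRNA PCA, the share on PC1 was 56.0% with a pseudocount of 0.1 and 39.4% scaled, with 88.4% without a log and 39.5% without a log and scaled (both added). Leaving out a replicate number gave 59.9% to 63.2%. The gap of testis reversed to -43.0% without a log (added). Of the other results of miRNA PCA, 3 moved higher and 9 lower. The mean r of testis with other glands minus that among the others reversed to 0.123 without a log, and the mean r itself to -0.185 without a log and scaled (added). Another 5 moved lower.

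The difference in median PSI was weaker without AF and AL events (added), at -0.0103. Leaving out a replicate number gave -0.0469 to -0.0433. The lead of SE was 2461 events in Iso-seq libraries from 1 read (added) and 1179 from 2 reads, and 2 further values of AS events moved lower.

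Transcripts higher in a gland were, for summed genes (added), 6854 in testis, 2988 in epididymis, 582 in vesicular gland, 729 in prostate gland and 1672 in bulbourethral gland. With a pseudocount of 0.1 they were 10,002, 2786, 3362 and 6884 in the last 4 of these. With size factors they were 3514 in epididymis and 3445 in vesicular gland. Leaving out a replicate number gave 17,561 to 18,744 in testis, 5600 to 6147 in epididymis, 1391 to 1782 in vesicular gland, 1219 to 2156 in prostate gland and 3453 to 4259 in bulbourethral gland.

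Whether the numbers of the replicates pair the samples stays open. The paper speaks of paired samples from both breeds, but does not say how they were paired or which boar a number stands for, and the values do not show it. Between the breeds, r of residuals with the same number was above 0.1 in all 3 pairs for testis miRNAs alone (0.108 to 0.223, where the block gave 39 calls), against -0.158 to 0.0158 for testis transcripts and -0.585 to -0.178 for epididymis miRNAs. Between glands, r with the same number and breed averaged 0.0416 for transcripts (-0.326 to 0.441) and 0.0428 for miRNAs (-0.605 to 0.552), against -0.0200 and -0.0211 otherwise. It was above 0.1 in all 3 pairs for some pairs of glands, such as epididymis and vesicular gland of DSE (0.209 to 0.441 for transcripts). With breed and number as a replicate block, transcripts higher in testis numbered 18,375. With the number as a replicate block, 63 transcripts differed between the breeds in testis and 0 in each of the other glands, and splicing events numbered 1 in testis, 2 in epididymis, 0 in vesicular gland, 0 in prostate gland and 1 in bulbourethral gland. For miRNAs the block gave 8 in prostate gland and 82 in bulbourethral gland.

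Transcripts differing between the breeds in one fit of all glands numbered 3418 in testis, 497 in epididymis, 323 in vesicular gland, 393 in prostate gland and 331 in bulbourethral gland. A pseudocount of 0.1 gave 111 in epididymis, 159 in vesicular gland, 282 in prostate gland and 188 in bulbourethral gland. In epididymis there were 12 without a filter and 0 with size factors. TIN as a covariate (added) gave 0 in epididymis, 37 in vesicular gland, 35 in prostate gland and 26 in bulbourethral gland. Summed genes (added) gave 95 in testis, 0, 111, 48 and 12. Leaving out a library gave 39 (without BMI replicate 2) to 403 in testis, 0 to 1 in epididymis, 9 (without DSE replicate 3) to 36 in vesicular gland, 3 (without DSE replicate 2) to 448 (without BMI replicate 2) in prostate gland and 0 to 33 in bulbourethral gland. The breed effect that differs between glands moved higher in 1 fit.

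For splicing between the breeds, a summed TPM of at least 5 gave 29 events in testis, 4 in epididymis, 1 in vesicular gland, 7 in prostate gland and 10 in bulbourethral gland. Unadjusted p (added) gave 1979, 979, 1106, 1420 and 1147. Leaving out a library gave 36 (without BMI replicate 3) to 78 in testis, 7 (without BMI replicate 2) to 34 (without BMI replicate 3) in epididymis, 4 (without BMI replicate 3) to 25 (without BMI replicate 1) in vesicular gland, 28 to 64 (without BMI replicate 2) in prostate gland and 14 (without DSE replicate 3) to 37 in bulbourethral gland.

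Testis miRNAs were 113 higher and 88 lower with size factors, and 139 higher and 142 lower with edgeR (added). For miRNAs differing between the breeds, a pseudocount of 0.1 gave 29 in testis. No filter gave 2 in prostate gland and 31 in bulbourethral gland. One fit of all glands (added) gave 58 in epididymis, 38 in vesicular gland, 3 in prostate gland and 47 in bulbourethral gland. edgeR (added) gave 1 in epididymis and 3 in prostate gland. Leaving out a library gave 23 (without BMI replicate 2) to 45 in testis, 2 to 4 (without DSE replicate 1) in epididymis, 3 to 38 (without BMI replicate 1) in vesicular gland, 4 to 13 (without BMI replicate 2) in prostate gland and 2 to 101 (without DSE replicate 3) in bulbourethral gland.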

Differences from the paper's values

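The alternatives named here as added were tests chosen after the values were seen, and all others were set before the data were examined.

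The paper gives 19.76% of the variance on PC1 of gene expression, against 43.3% here. Scaling each transcript to unit variance closes the gap, with 21.3%. A pseudocount of 0.1 (35.9%), filtering (45.0%), no log (65.0%), summed genes (55.7%) and leaving out a replicate number (42.2% to 45.5%) do not. Of the added alternatives, scaled values without a log (20.0%) and scaled genes (27.3%) also close it.

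The paper states r above 0.95 within tissues, against a lowest r of 0.691 here. No alternative set before the data were examined closes the gap: a pseudocount of 0.1 gave 0.640, scaling -0.0537, filtering 0.637, no log 0.390, Spearman 0.540 and leaving out a replicate number 0.689 to 0.788. Summed genes, added, gave 0.895. Pairs within a gland above 0.95 made up 0% here, 57.3% without a log and 80% for summed genes.

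The paper states r below 0.5 between tissues, against a highest r of 0.923 here. Scaling gave a highest r below 0.5, with 0.186. A pseudocount of 0.1 (0.864), filtering (0.911), no log (0.941), Spearman (0.738) and leaving out a replicate number (0.899 to 0.922) did not. The added alternatives of scaled values without a log (0.171) and scaled genes (0.357) also did. Scaling centres each transcript over the libraries, which lowers r by construction. With scaled transcripts, r within glands lay between -0.0537 and 0.552, so that scaling does not account for both of the paper's statements. Pairs between glands below 0.5 made up 1.67% here, 90% without a log, 100% scaled and 0% for summed genes (added).

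For miRNAs, the paper gives 27.64% of the variance on PC1, against 61.0% here. Scaling comes within a factor of 1.5, with 39.4%. A pseudocount of 0.1 (56.0%), filtering (61.4%) and leaving out a replicate number (59.9% to 63.2%) do not. Scaled values without a log, added, gave 39.5%. The paper states that epididymis separates from the accessory glands on PC2, while here they overlapped, with a gap of -53.4% of the axis, and overlapped under every alternative (-89.7% to -48.1%). Epididymis was separate on PC4 here, with scores of 9.23 to 12.8 against at most 5.99 in all other libraries.

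Splicing events differing between the breeds, read by eye from Fig. 7d, number about 760 in testis, about 240 in epididymis, about 400 in vesicular gland, about 630 in prostate gland and about 340 in bulbourethral gland, against 79, 17, 10, 30 and 39 here. Events in one gland alone number about 640, about 130, about 230, about 420 and about 190 in Fig. 7d, against 67, 9, 7, 20 and 33. No minimum difference, a summed TPM of at least 5, a replicate block (1, 2, 0, 0 and 1 events) and leaving out a library do not close the gaps of the totals. Unadjusted p, added, goes beyond the totals of Fig. 7d with 1979, 979, 1106, 1420 and 1147. The alternatives were not run on events in one gland alone. In both, testis has the most events.

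Noncoding NNC isoforms number about 1500, read by eye from Fig. 5c, against 2903 here, where 1 of the paper's 4 predictors was used. In Fig. 5c, most noncoding isoforms are Intergenic, while here NNC isoforms exceed the 2639 Intergenic ones.

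Fig. 7c shows a higher PSI in testis, while the median PSI here was lower in testis, by a difference of -0.0448. No alternative reverses this, but none was limited to events with both forms found. The difference was -0.0102 for mean PSI, and among added alternatives -0.00954 for mean PSI from a summed TPM of at least 1 and -0.0103 without AF and AL events. By type, MX was higher in testis with an adjusted p of 0.0480, and SE was not past 0.05, with 0.153 (exact permutation tests, two-sided).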

Other observations

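The tests in this part were chosen after the result was seen, apart from those of depth within glands, subsampled miRNA reads, A-rich priming and degraded RNA in Iso-seq, and RNA integrity behind PSI. Patterns first noticed here and tested on the same libraries are hypotheses. The test of deeper miRNA libraries was later moved from subsampled entries to the numbers of reads. Those of A-rich priming and of the scaling to the same sum were later set to stay open. For vesicular gland RNA mislabelled as prostate gland and for mixing before both libraries, the value that decides was changed after first values were seen, and under the earlier value each had been kept.

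BMI prostate gland replicate 2 lay near the vesicular glands in RNA-seq. Transcripts that the vesicular glands hold far above the other prostate glands had a median of 56.0% of the vesicular gland mean in this library and 0% in every other prostate gland, which is consistent with vesicular gland RNA in the library. A vesicular gland library labelled as prostate gland was excluded, since transcripts of prostate gland stayed at 33.6% of the prostate level (at most 2.44% in vesicular glands, and 98.6% to 113% in the other prostate glands). The small RNA library with the same label lay at 38.9% of the way from prostate to vesicular gland, with the other prostate glands from -19.3% to 35.4%, which leaves mixing before both libraries undecided.

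Within glands, the first component of gene expression followed TIN. This relation stayed at an r of 0.905 without the 2 libraries farthest from the median, and the slope of expression on TIN rose with transcript length (rho 0.183), which is consistent with RNA integrity. Depth was excluded with an r of -0.222.

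For miRNAs, testis stayed separate on PC1 when each library was subsampled to the smallest one, with a gap of 57.4% of the axis (55.6% to 58.8% over 20 draws), so that fewer miRNA reads were excluded. Testis held 133 predicted entries at 1 RPM or more in 3 libraries, against 40 to 59 in the other glands. Deeper libraries cannot explain this, since testis libraries had at most 11.8 M miRNA reads and the others at least 13.1 M. However, 1 RPM stands for fewer reads in testis, where 1 read was worth up to 0.772 RPM. With libraries subsampled to the smallest one, the median was 121.5 entries in testis and 32.5 to 48 in the other glands. Subsampling leaves the scaling to miRNA reads in place. The median log2 fold change went to 0.0933 after size factors, but these centre it by their construction. Whether the excess of entries higher in testis follows from the scaling of each library to the same sum stays open.

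The DSE epididymis Iso-seq library held the highest share of ISM, 17.4%, and of Intergenic isoforms, 2.76%. The share of isoforms ending before A-rich sequence was taken over all isoforms, not over ISM or Intergenic ones, so that priming there stays open. The DSE epididymis library had 30.1%, within the 18.9% to 33.5% of the other libraries. Its FSM isoforms had the shortest median length, 2900 bp against 2958.5 to 3211 bp, which is consistent with degraded RNA, though the gap is small.

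Moving every library to one TIN left the median PSI of testis lower by a difference of -0.0391 (exact permutation test, two-sided, p = 1.68e-06), so that lower RNA integrity of the testis libraries was excluded.

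Regrouping libraries at random gave as many transcripts higher as in the real gland in few of 100 splits, counting the real one: 1 for testis, 3 for epididymis, 1 for vesicular gland, 2 for prostate gland and 2 for bulbourethral gland, so that a grouping by chance was excluded for each. The largest number of transcripts in another split was above the real one for epididymis (13,163), prostate gland (8611) and bulbourethral gland (11,979). It was below the real one for testis (10,973) and vesicular gland (31). For testis miRNAs, 1 of 100 splits gave as many, so that chance was again excluded. Between the breeds only 10 splits exist in a gland, so that no share under 0.1 can be reached and chance stays undecided. As many transcripts differing between breeds were found in 1 split for testis, 5 for epididymis, 1 for vesicular gland, 1 for prostate gland and 2 for bulbourethral gland. As many splicing events were found in 1 split in each of the 5 glands. As many miRNAs were found in 1 split for testis, 2 for epididymis and 1 for each of the other 3 glands.

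The paper compares the breeds by splicing and not by expression. Tested with limma within each gland, 83 transcripts were higher and 187 lower in DSE testis than in BMI testis, with 1 and 0 in epididymis (an Iso-seq isoform of ENSSSCG00000060989, looked up after its value was seen, with 60.4 ± 10.1 against 0.0854 ± 0.0785 TPM and an adjusted p of 0.0392, or up to 0.470 with 1 library left out), 27 and 33 in vesicular gland, 103 and 36 in prostate gland and 28 and 32 in bulbourethral gland. With size factors these were 97 and 164, 0 and 0, 42 and 30, 77 and 60, and 34 and 32. The median log2 fold change of all transcripts, -0.36 in vesicular gland and 0.37 in prostate gland, went to -0.01 and 0.05 with size factors, and from -0.16 in testis to -0.00. Unadjusted p was below 0.05 for 4605 transcripts in testis, 1052 in epididymis, 2973 in vesicular gland, 5356 in prostate gland and 1950 in bulbourethral gland. The 3 libraries of a breed did not overlap the other 3 for 21.1%, 7.28%, 21.4%, 29.1% and 11.6% of the transcripts, where 10% is reached by chance. In prostate gland, leaving out BMI replicate 2 gave 448 transcripts and leaving out DSE replicate 2 gave 3. In testis, leaving out BMI replicate 2 gave 39.

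Each symbol named here for the breeds stands for a single transcript and not for the sum of its gene. A value of 0 therefore does not mean that the gene is silent. PRRC2B was called in both directions, each through a different transcript. By the naming rule, an isoform of NPTX2 in testis had 45.2 ± 26.8 TPM in DSE (SD, n = 3) and was listed at 0 in all BMI testes (limma adjusted p = 0.00550, at most 0.0351 over 3 alternatives and 0.0537 with 1 library left out). PFKFB2 had 33.5 ± 20.1 TPM in DSE and was listed at 0 in BMI. YPEL1 was lower in DSE with 1.94 ± 1.31 against 137 ± 6.09 TPM (log2 fold change -5.66), and TEX26 was listed at 0 in DSE against 42.7 ± 4.17 TPM. In vesicular gland, FIBCD1 (36.2 ± 2.88 against 0.861 ± 0.468 TPM) and CENPV (12.0 ± 1.30 TPM, listed at 0 in BMI) were higher in DSE, and SH3GLB2 (0.709 ± 1.23 against 37.0 ± 16.4 TPM) and TSTD1 (listed at 0 in DSE, 29.6 ± 27.8 TPM in BMI) lower. In prostate gland, SURF4 (36.3 ± 4.65 TPM, listed at 0 in BMI) and an annotated transcript of PRRC2B (28.4 ± 5.14 against 0.453 ± 0.499 TPM) were higher. An Iso-seq isoform of PRRC2B (20.2 ± 2.67 TPM in BMI) and VAPB (19.4 ± 4.40 TPM in BMI) were listed at 0 in DSE. In bulbourethral gland, PROM1 (35.5 ± 28.7 TPM) and ST6GALNAC1 (30.9 ± 22.4 TPM) were listed at 0 in BMI, and MANSC1 (59.3 ± 21.3 TPM) and SFRP1 (36.4 ± 15.6 TPM) were listed at 0 in DSE. With 1 library left out, the largest limma adjusted p stayed below 0.05 for YPEL1 (0.0401), TEX26 (0.0293), FIBCD1 (0.0455), CENPV (0.0479) and SURF4 (0.0429) only. Over the 3 alternatives, it stayed below 0.05 for the 4 testis transcripts alone (0.0285 for TEX26 to 0.0427 for PFKFB2). It was 0.0881 for FIBCD1 and CENPV, 0.148 for SURF4 and up to 0.362 for the others.

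For miRNAs, 24 entries were higher and 22 lower in DSE testis, with 2 calls in epididymis, 3 in vesicular gland, 5 in prostate gland and 2 in bulbourethral gland. The few calls outside testis were chr8_43390 and chr13_9416 (lower in DSE in all 5 glands), chr1_2528 (higher in vesicular and prostate gland), miR-184 (higher in prostate gland) and miR-206 (lower in prostate gland), looked up after their values were seen. For miR-206, 4.08 ± 1.39 RPM in DSE against 30.5 ± 16.3 RPM in BMI gave a limma adjusted p of 0.00716, or up to 0.119 with 1 library left out. Size factors gave 24 and 18 in testis. The testes of the breeds also differed in small RNA content. In BMI testes, miRNAs took 6.17% to 13.5% of the reads over 18 nt. In DSE testis replicates 1, 2 and 3 they took 14.1%, 63.5% and 36.1%. Whether calls in testis alone follow this difference was not tested. The median log2 fold change of -0.68 in epididymis, -0.60 in vesicular gland, -0.23 in prostate gland, -0.70 in bulbourethral gland and -0.11 in testis went to -0.03, -0.00, -0.03, -0.03 and -0.01. In testis, miR-217 had 105 ± 42.5 RPM in DSE and 17.3 ± 1.64 RPM in BMI (log2 fold change 2.45, limma adjusted p = 0.00580, at most 0.0262 over 3 alternatives), and chr8_43390 had 0.260 ± 0.231 against 259 ± 38.2 RPM (log2 fold change -7.69, limma adjusted p = 3.61e-06, at most 0.000945). In prostate gland, miR-184 had 17.2 ± 7.99 against 1.71 ± 1.86 RPM (log2 fold change 2.86, limma adjusted p = 0.00253, at most 0.0278). Leaving out BMI replicate 1 gave 38 calls in vesicular gland, leaving out BMI replicate 2 gave 13 in prostate gland and leaving out DSE replicate 3 gave 101 in bulbourethral gland.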
